# A Switch in Iron Delivery Is Critical for Postnatal Kidney Development

**DOI:** 10.34067/KID.0000001064

**Published:** 2026-02-17

**Authors:** Andong Qiu, Melanie Viltard, Rong Deng, Jacob Stauber, Aryan Ghotra, Max Werth, Christian Hinze, Andrew Beenken, Tian H. Shen, Atlas Khan, Katherine Xu, Abraham Levitman, Yue Yu, Neal Paragas, Andrew Yaeh, Beatriz Desanti de Oliveira, Roger W. Boles, Efrat Bruck, Kaitlyn Corbin, Kristen McNierney, Lai Kuan Dionne, Christian Rosenberger, Kai Schmidt-Ott, Thomas Carroll, Moe R. Mahjoub, Rosemary Sampogna, Jonathan Barasch

**Keywords:** epithelial, kidney development, kidney failure, malnutrition, mineral metabolism, nutrition

## Abstract

**Key Points:**

- Transferrin receptor 1 is critical for perinatal nephron growth and maturation; its deletion results in widespread cystic hypodysplasia.
- Nontransferrin bound iron traffic is a physiologic source of iron in the midgestation embryo and complements transferrin receptor 1.
- Cystic hypodysplasia can be rescued by exogenous iron or by the activation of systemic iron traffic with hypoxia inducible factor activators.

**Background:**

Periconceptual maternal iron deficiency (FeD) is a worldwide cause of premature births and low birth weights. Yet, it is unknown whether FeD affects all developing tissues equally or rather target-*s*pecific lineages. In addition, since FeD restricts both transferrin bound and nontransferrin bound iron species, their unique contributions to organogenesis are indeterminant.

**Methods:**

To address questions of iron traffic and kidney development, we examined the deletion of the singular transferrin receptor (*TfR1^−/−^*), created green flourescent protein-labeled *TfR1^−/−^* embryonic stem cells for inoculation into wild blastocysts, and created *TfR1*-floxed mice to generate cell autonomous deletions of *TfR1* in mesenchymal, ureteric, and stromal derivatives. Finally, we created a model of global FeD with iron poor diets, for comparison with cell autonomous *TfR1* deletions.

**Results:**

Transferrin receptor deletions only modestly suppressed tubulogenesis, had little, if any effect on the growth of the ureteric bud and no gross effects on kidney stroma at mid gestation. By contrast, nutritional FeD nearly abolished kidney development, highlighting the limited phenotypes induced by transferrin receptor deletion. Yet, in the second postnatal week, the critical function of *TfR1* became evident by the growth of residual *TfR1^+^* cells that had escaped Cre-mediated deletion and by tubular segment-specific polycystic transformation. Timed treatment with iron or systemic activators of iron trafficking prevented both cystic dysplasia and the terminal loss of kidney function, reversing extensive malformations of the kidney.

**Conclusions:**

*TfR1* is the critical iron species targeting postnatal tubulogenesis, but in the embryo, *TfR1* must be complemented by alternative iron species called nontransferrin bound iron. Iron-deficient kidney disease is reversible postnatally.

## Introduction

Embryonic growth and development generally depend on water-soluble nutrients such as glucose and amino acids. By contrast, iron (Fe^3+^) is insoluble in water (Ksp <10^−9^ M) and phosphate containing buffers (Ksp <10^−12^ M).^1,2^ In addition, iron is tightly bound to food phytates.^3,4^ The limited bioavailability of iron is the root cause of iron deficiency (FeD), complicating pregnancies with preterm deliveries, low birth weights, and elevated mortality.^5–7^

The delivery of iron to cells is critical for organogenesis. This is because iron serves at the catalytic site in many proteins, including cytochromes,^8^ enzymes which synthesize DNA,^9^ and regulatory transcription factors.^10,11^ Hence, it is not surprising that maternal FeD causes organ hypoplasia with sequelae long after birth, including postnatal cognitive disturbances,^12,13^ cardiovascular defects,^14^ and postnatal hypertension due to kidney hypoplasia.^15^ FeD causes embryonic lethality.^16–18^ In sum, a failure to obtain iron generates quantifiable defects in organogenesis and limits postnatal function.

Specialized carriers are required to deliver Fe^3+^. In adults, iron transport is dominated by transferrin (Tf) and its receptor, *TfR1* (*TfR1* or *TfRC*), but transferrin is synthesized in the embryo only after midgestation,^19–21^ questioning whether *TfR1* serves global role in iron delivery. Extracellular Fe^3+^ is also transported in the blood by nontransferrin proteins (*e.g*., albumin, ferritin, lipocalin2), organic (*e.g*., citrate, ascorbate, heme, catechol) and inorganic molecules (*e.g*., phosphate, soluble Fe^2+^), collectively nontransferrin bound iron (NTBI),^22–24^ found in adult and fetal serum, amniotic, and coelomic fluids,^22,24–27^ but its physiologic role in organogenesis is unknown. Given that iron is closely linked to growth, analysis of iron trafficking pathways may be relevant to the approximately ten-fold variation in nephron number in humans.^28–30^

Here, we examine *TfR1*-mediated iron transport in kidney organogenesis. The developing kidney expresses well-known iron transporters,^31^ and its growth is dependent on the supply of iron.^32,33^ In addition, the sequential stages of kidney development are well characterized,^34,35^ providing metrics to identify the effect of different forms of FeD. We created a series of cell autonomous, lineage-restricted *TfR1* deletions (transferrin receptor deletion [TfD]), and a cell nonautonomous model of periconceptual nutritional iron starvation (FeD). TfD generated modest defects at midgestation compared with FeD. By contrast, after birth, TfD produced polycystic tubules, severe renal failure, and systemic abnormalities of iron transport, each rescued by iron. These data implicate stage and cell-specific roles of transferrin (after midgestation) and NTBI (before midgestation).

## Methods

Supplemental Methods and Supplemental Table 1 contain detailed descriptions.

### Animals

Our study adheres Columbia-Institutional Animal Care and Use Committee and to the National Institutes of Health (NIH) guide for laboratory animals. Mice were maintained in an Association for Assessment and Accreditation of Laboratory Animal Care-accredited facility in 12-hour light-dark cycle.^36^ Mice were fed iron sufficient (220 ppm iron, PicoLab 5053; FeS group) or a synthetic iron-deficient (2–6 ppm iron, TD.80396, Harlan; FeD group) diet for 3 weeks before mating and throughout pregnancy. We chose this schedule because: (*1*) inadequate iron consumption is responsible for the majority of the iron deficient pregnancies^37,38^ and (*2*) iron-deficient diets are effective when initiated 2–3 weeks before conception.^36,39^ Plug date was designated as E0.5. Male offspring and female offspring were used in equal proportion. No mice were excluded from the study.

### Deletion of *TfR1*

The transmembrane domain of *TfR1* (exon 3–4) was floxed using C57BL/6 bacterial artificial chromosome (BAC) DNA clone (RP23159G11; https://bacpacresources.org, Oakland, CA) and standard BAC recombineering techniques. *TfR1*-targeted BAC DNA was electroporated into KV1 embryonic stem (ES) cells (HICCC Transgenic Shared Resource, Columbia) and the integration validated by PCR and Southern Blotting (Supplemental Figure 3). *TfR1*^f/+^ females×EIIa-Cre males (Jackson Laboratory) removed Neo^r^. Mating with *Foxd1-Cre*,^40^ *Six2-CreEGFP,*^41^ and *Hoxb7-Cre*^42^ produced tissue-specific deletions. Cre activity was confirmed by mating with Rosa-Tomato-green flourescent protein mice.^43^

*Six2CreEGFP*; *TfR1*^f/f^ were mated with *HIF*^*f/f*^ mice (www.jax.org/strain/007561). hypoxia inducible factor (*Hif1alpha*) deletion was confirmed by Sanger sequencing. *Rosa26-Gfp*-*TfR1*^*−/−*^ ES were generated, as described.^22^

*Six2CreEGFP*; *TfR1*^f/f^ mice were rescued by iron sucrose (1 mg, Venofer intraperitoneal at P8) or FG-4592 (2 mg/kg; Roxadustat; Cayman Chemical in 1% DMSO; intraperitoneal at P8, P9, P10).

### Quantitative Measurements

#### Hematocrit

I-STAT EC-8+ (Abbott Point-of Care). Nonheme Iron: wet washing procedure^44^ using chromogen bathophenanthroline.

#### Quantitative RT-PCR

Total RNA was reverse-transcribed using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems), followed by real-time PCR (Applied Biosystems). Primers: Supplemental Table 1.

#### RNA-Seq

Total RNA was isolated using Ambion TRIzol Reagent (Life Technologies, Carlsbad, CA).

Poly-A pull-down enriched mRNAs (approximately 400 ng per sample, sample RNA integrity number was >6.0) and libraries were prepared using Illumina TruSeq RNA kits and sequenced with Illumina HiSeq2000 (Columbia Genome Center) and data processed with consensus assessment of sequence and variation (v 1.8.2), quality control (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/), trimming and automatic,^45^ TOPHAT v2.0.11,^46^ high-throughput sequencing,^47^ differential expression sequences,^48^ database for integrating human functional interaction networks.^49^ 

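RNA-seq counts were examined for the global model of nutritional iron deficiency (FeD) and its control. Dams of the FeD group ate a synthetic diet with 2 to 6 ppm iron, and dams of the control group ate a diet with 220 ppm iron. Kidneys of 3 FeD pups and 3 control pups were compared, each a separate library, and all 6 mice were wild type. The labels of the samples give postnatal day 15, whereas the paper's text gives days 13 to 15 and Supplemental Figure 6 gives day 13. The paper states that the diets began 3 weeks before mating, and the labels give 1 month. The RNA-seq of the TfR1 deletions (TfD) was not analysed here. The authors sequenced polyadenylated RNA as single-end reads of 100 bases, trimmed the reads with Trimmomatic, aligned them to the mm9 mouse genome with TopHat, kept uniquely mapped reads and counted the reads on each gene with HTSeq. The deposited values are these raw counts for 24422 gene symbols, without normalization. Because only uniquely mapped reads were counted, a gene with a near-identical copy elsewhere can be undercounted. The paper's text does not name the gene annotation or say whether HTSeq used the strand of the reads, so a read on 2 overlapping genes can have been left out or, on opposite strands, given to the wrong gene. Neither the labels nor the paper's text name a sequencing batch.

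The counts on genes totalled 18312543, 16189041 and 20374327 in the control kidneys, with a median of 18312543. The FeD kidneys had 17833878, 13732173 and 20853293 counts, with a median of 17833878. The 10 genes with the most counts held between 5.60% and 6.09% of each total. A gene with 3 counts, taken as the smallest signal the depth can show, stood at 0.144 to 0.219 CPM, and this floor covers counting error only. Pairs of libraries of a group were compared as a check for a library deposited more than once; their chi-square per degree of freedom over genes was 3.23 to 30.3, where copies of 1 library would give about 1. From the raw counts, edgeR's filter for low counts kept 15145 genes. Library sizes were normalized by edgeR's TMM method. FeD and control kidneys were compared with edgeR's quasi-likelihood test and P values were adjusted by the Benjamini-Hochberg method. The coefficient of variation between kidneys of a group, apart from counting noise, was 0.128. A gene was called differentially expressed at an adjusted P under 0.05 and a fold change of at least 2, the threshold that the paper uses. Normalized counts are TMM-scaled to the mean library size and are given as mean ± SD of 3 kidneys. With 3 kidneys against 3, an exact permutation test of a single gene cannot give a P under 0.10, so the P values of single genes come from the model. Positions are those of the NCBIM37 (mm9) annotation of GENCODE, in which 20654 of the symbols matched a single gene.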

Data were deposited in gene expression omnibus (GEO) https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE100254.

### Immunofluorescence, Immunoblots, and Three-Dimensional Analysis

Hypoxia inducible factor (HIF) staining by protocol.^50,51^ 5-ethynyl-2′-deoxyuridine (EDU; 50 mg/g) was detected using Click-iT EDU Alexa Fluor (ThermoFischer Scientific). Terminal Deoxynucleotidyl Transferase–mediated deoxyuridine triphosphate nick end labeling (Roche Diagnostics).

Thick cryo-sections (150 *μ*m) or whole permeabilized and cleared kidneys (Focus Clear; Cedarlane Laboratories) were used for three-dimensional analysis. ImageJ Image Layering Toolkit,^52^ Neurolucida^53,54^ quantified number, shape, thickness and volume of Glomeruli, and proximal tubules (PTs) and ureteric bud (UB) branch generation and (*1*) stalk thickness, (*2*) stalk length, (*3*) branch angle, (*4*) branching nodes, (*5*) end points, and (*6*) volume. Cystic index was defined in hematoxylin and eosin sections as the sum of the areas of individual cysts >50 *µ*m in diameter (*i.e*., area approximately 2000 *µ*m^2^) compared with total kidney area.

### Analysis of Cilia

Mahjoub and colleagues^55^ analyzed cilia. Images were collected with Nikon Eclipse Ti-E inverted confocal microscope. Digital optical sections (Z-stacks) were reconstructed as three-dimensional images using Nikon Elements Advanced Research 4.20 and Photoshop software and ciliary length measured using integrated image analysis software. Arl13b fluorescence/unit length cilium was measured with anti-Arl13b and anti–Acetylated-tubulin.

### Statistical Analysis

Figure legends included sample size and *P*, q-values. Two groups were tested by Welch two-tailed test (parametric data) or by Mann–Whitney *U t* test (nonparametric data). Multiple experimental groups with one independent variable were tested using Kruskal–Wallis ANOVA, followed by the Dunn *post hoc* test. Two-way ANOVA was used for comparison of two independent variables on one outcome corrected with either Bonferroni or a two-stage false discovery rate with Benjamini-Krieger-Yukutiel correction for multiple testing. Metrics of tubular growth were normalized to their own control mean values identified in littermates. All measurements were considered continuous variables. Power Analysis: Assuming an independent sample of five knockouts and five controls, we have 80% power to detect at least a two-fold difference in group means at *α*=0.05. This large effect size is expected^56^ due to the crucial role of iron and the success of *TfR1* deletion. Statistics were calculated with Graph Pad 10.0.3.

## Results

### Transferrin Receptor Is Dispensable for Early Metanephric Development

To evaluate the contribution of transferrin to the embryonic kidney, we first documented the expression of its receptor, *TfR1*. *TfR1* was expressed throughout the metanephric mesenchyme and UB, particularly in the cortex (embryonic day, E12.5–15.5; Supplemental Figures 1 and 2). Yet, metanephric and ureteric development persisted in *TfR1*^*−/−*^ knockouts at E11-E12, depicted by Pax2 staining^6,22^ (Figure 1A). In fact, green flourescent protein-*TfR1*^*−/−*^ ES cells, introduced into wild-type blastocysts, differentiated into embryonic renal vesicles and glomerular and proximal tubular epithelia^22^ (E15.5–E16; Figure 1B) in register with surrounding *TfR1*^*+*^cells (Figure 1C).

**Figure 1:**
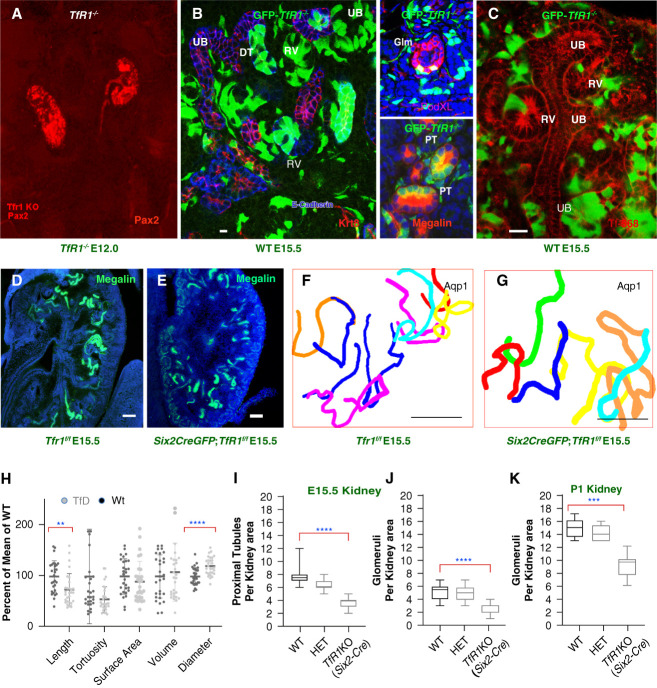
**Initiation of tubulogenesis in *TfR1***^***−/−***^ **mice.** (A) Kidney development in *TfR1*^*−/−*^ embryos (TfD, E12). Pax2^+^ marks mesenchyme and UBs. (B and C) Innoculated *GFP*-*TfR1*^*−/−*^ ES cells populated WT Krt8^+^ E-cadherin^+^ UB, E-cadherin^+^ RVs and DTs, as well as PodXL^+^ glomeruli Glm and megalin^+^ PTs. (C) *GFP*-*TfR1*^*−/−*^ cells cannot capture Holo-Transferrin-Alexa568 (20 *μ*g/ml; 2 hours). (D and E) Megalin^+^ and (F and G) Aqp1^+^ PT immunostaining and 3D tracings (E15). (H) Suppressed linear growth (25.8% shorter; *P*adj = 0.007) in *Six2CreGFP*, *TfR1*^*f/f*^ PT, but volume, surface area, and tortuosity were unchanged. Circumferential growth (increased 20.5%; *P*adj < 0.001). Twenty-nine TfD (seven mice) and 31 WT (eight mice) tubules depicted as % of normalized WT means±SD. Two tailed Mann–Whitney *U* test, Bonferroni correction. (I–K) *Six2Cre*;*TfR1* suppressed the production of nephrons approximately 50%, at E15.5 (megalin^+^ PT and PodXL^+^ glomeruli). However, despite TfD, PodXL^+^ glomeruli (per 20× high power field) increased three-fold between E15.5 and P1. At E15.5 WT PT: 7.71±1.27 versus TfD PT: 3.68±0.72 and E15.5 WT glomeruli 5.32±1.12 versus TfD glomeruli 2.3±0.66; No.=110 sections; eight mice; *P*adj < 0.001. At P1: WT glomeruli: 14.8±1.48 versus TfD glomeruli: 10.6±0.89; No.=29 sections; six mice; *P*adj < 0.001. Kruskal–Wallis; Dunn correction. (B–E) bars=10 *µ*m; (F and G) bars=100 *µ*m; **P < 0.01; ***P < 0.001; ****P < 0.0001. DT, distal tubule; ES, embryonic stem; GFP, green flourescent protein; HET, heterozygote; PT, proximal tubule; RV, renal vesicle; TfD, transferrin receptor deletion; *TfR1*KO, *TfR1* knockout; UB, ureteric bud; WT, wild type.

The survival of *TfR1*^*−/−*^ cells and kidneys indicated that *TfR1* was not required in E11 kidney. To resolve whether transferrin was required in a stage-specific or tissue-specific manner, we created *TfR1*^*f/f*^ mice by floxing exons 3–4 (Supplemental Figure 3) and deleted *TfR1* in different kidney lineages. The conditional approach (TfD) circumvented both the lethality of *TfR1*-null mice after E12^6^ and the contributions of *TfR1* to placental physiology.^27^ *TfR1* deletion in nephron progenitors by *Six2CreEGFP*^41^ did not grossly affect their cortical positioning adjacent to the UB nor did TfD abolish conversion of nephron progenitors into renal vesicles, glomeruli, or PTs (Figure 1, D and E and Supplemental Figure 1). Three-dimensional reconstructions of the PT (Figure 1, F and G) demonstrated limited decrease in length (−25.8%; *P*adj = 0.007), normal volume (*P*adj = 4.26), surface area (*P*adj = 0.68), tortuosity (*P*adj = 0.086), and increased diameter (+20.5%; *P*adj < 0.001) of tubules (Figure 1H). In fact, despite reduction of glomeruli (PodXL^+^) and PTs (megalin^+^) by 50% (E15.5; No.=8 mice; *P*adj < 0.001), TfD nephrons were generated throughout gestation (P1; No.=6 mice; *P*adj < 0.001; Figure 1, I–K).

*TfR1* was also highly expressed UB cells, but deletion of *TfR1* by *Hoxb7Cre* did not abolish ureteric development (Supplemental Figure 2) nor grossly distort kidney structure. At P8, 18/20 kidneys were grossly normal, 1/20 kidneys demonstrated hypoplasia, and 1/20 demonstrated hydronephrosis (No.=10 litters; Supplemental Figure 4A).

*TfR1* was not expressed in stroma^22^ nor did we detect a phenotype upon deletion of *TfR1* with stromal *FoxD1Cre* (Supplemental Figure 4B).

In summary, TfD reduced nephron number and produced subtle tubular hypoplasia. Yet, PTs developed in *Six2CreEGFP*; *Tfr1*^*f/f*^ kidneys and gross defects in mesenchymal conversion and tubular morphogenesis were less severe than predicted by the ubiquity of *TfR1* and its dominant role in the adult.

### Transferrin Receptor Is Required for the Growth of Nephron Segments (P8–P13)

We studied *TfR1* in later stages of kidney development. *Six2CreEGFP*; *TfR1*^f/f^ kidneys were morphologically normal at birth, but by the end of the second postnatal week, proliferative failure was apparent in both cortical megalin^+^ PTs (64% reduction: 53.2±7.56 versus 19.2±2.58 EDU^+^ cells/area 630×630 *μ*m^2^ *P*adj < 0.001; No.=5 each) and medullary uromodulin^+^ Loops of Henle (71% reduction: 92±27 versus 27.4±27 EDU^+^ cells/area 630×630 *μ*m^2^ *P*adj < 0.001; No. =5 each). In addition, extensive apoptosis at the corticomedullary junction was found at P13–15 (Supplemental Figure 5). RNA-seq analysis of *Six2CreEGFP*; *TfR1*^f/f^ kidneys reflected the proliferative failure, identifying 441 downregulated genes (≥2.0-fold; *P*adj < 0.05) that were enriched in cell cycle pathways and membrane transport pathways, which probably reflected tubular hypoplasia (No. =3; *P*adj < 0.001; Figures 2 and 3 and Supplemental Figures 6 and 8).

**Figure 2:**
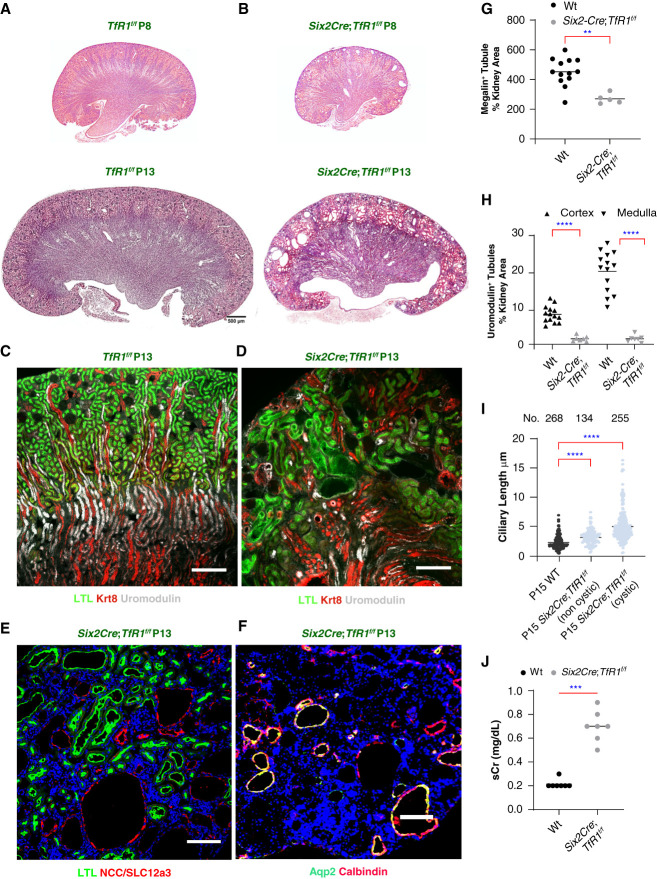
**Deletion of *TfR1* in the nephron resulted in cystic hypodysplasia after birth**. (A and B) *Six2CreEGFP*; *TfR1*^f/f^ kidneys demonstrated cortical cystic transformation (P8–P13). (C and D) There was a 40%±7% decrease in megalin^+^ PT/kidney area (*P* = 0.003; WT No.=13, TfD No.=5) and 81%±9% decrease in cortical and 92%±5% decrease in medullary uromodulin^+^ TALH/kidney area (*P* < 0.001; WT No.=14; KO No.=7 mice). (E–H) *Six2Cre*EGFP; *TfR1*^f/f^ produced fewer, shorter, dilated LTL^+^ PT and almost no uromodulin^+^ TALH. Tubule diameter increased 68%±94% (*P* = 0.021). Cysts expressed markers of PT: megalin^+^ or LTL^+^; TALH: uromodulin^+^; DCT: NCC/Slc12a3^+^; and connecting segments: note overlap of Calbindin^+^; Aqp2^+^ (producing yellow color). (I) Cilia were nearly twice as long P15 TfD cystic tubules (*P* < 0.001), but even noncystic tubules demonstrated longer cilia (*P* < 0.001). (J) sCr 0.7±0.13 *Six2Cre*; *TfR1^f/f^* No.=7 mice versus sCr 0.21±0.035 *TfR1^f/f^* No.=9 mice; *P* < 0.001. (G and H) Mann–Whitney *U* test with H Bonferroni correction. Mean±SD. **P < 0.01; ***P < 0.001; ****P < 0.0001. (A and B) Bars=500 *μ*m; (C–F) bars=200 *μ*m. DCT, distal convoluted tubule; KO, knockout; LTL, *Lotus tetragonolobus* lectin; NCC, sodium-chloride cotransporter; sCr, serum creatinine; TALH, thick ascending limbs of Henle.

**Figure 3:**
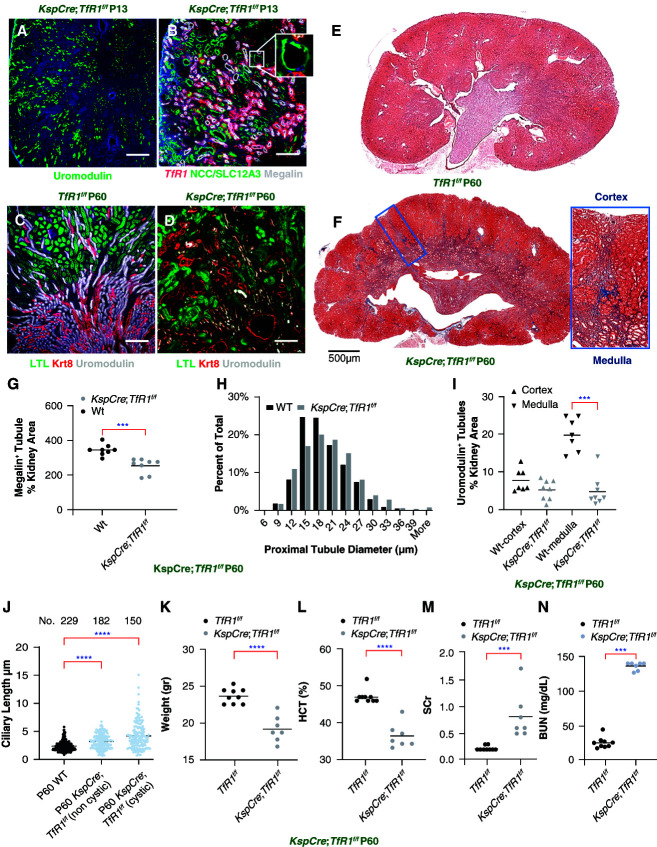
**Deletion of *TfR1* in the distal nephron by *KspCre*; *TfR1***^**f/f**^. (A and B) P13: disorganized, fragmented uromodulin^+^ TALH (compare Figure 2C) and cystic NCC/SLC12A3^+^ DCT, yet spared *TfR1^+^* megalin^+^ cortical PT. (C and D) P60: further loss of uromodulin^+^ TALH and cystic Krt8^+^ UB, yet spared PT (LTL^+^). (E and F) Masson-Trichrome^+^ bands extended from cortico-medullary junction to dimple the cortex. Inset (outlined). (G) P60: limited PT hypoplasia (26%±12% decrease in megalin^+^ tubule counts; *P*adj < 0.001; No. =8) and (H) similar PT tubular diameter (*n*=8). (I) Limited cortical hypoplasia, yet medullary TALH tubules demonstrated 76%±21% loss (*P*adj = 0.001; No. =7–8 each). (J) Ciliary length was prominently longer in P60 TfD: cystic *P*adj < 0.001, noncystic tubules *P*adj < 0.001. (K–N) Mice suffered weight loss (22.6%; No. =7–9), anemia (23.5%; *n*=7–9) *P* < 0.001, and kidney failure: four-fold elevated sCr (No.=7), 4.9-fold elevated BUN (No.=7); *P* < 0.001. (G, I, and K–N) Mann–Whitney two-tailed test, (I and K–N) Bonferroni correction for multiple testing; Mean±SD. (J) Kruskal–Wallis corrected by Dunn test. No.= 6–10 mice were used for microscopic analysis. Mean±SD. ***P < 0.001; ****P < 0.0001. (A–D) Bars=200 *µ*m; (E and F) bars=500 *µ*m.

Although organized kidney architecture was evident before birth (Figure 1), TfD-induced widespread morphogenic disruption during the second postnatal week. A few scattered tubular cysts were present at P8–P9, but by P13–P15 numerous large cortical and cortico-medullary cysts disorganized the architecture of the cortex and cortico-medullary junction (Figure 2, A and B). Segment-specific markers depicted cortical PT dilation and cysts (*Lotus tetragonolobus* lectin^+^ and megalin^+^; Figure 2, C and D and Supplement Figure 7A), thick ascending limbs of Henle (TALH; uromodulin^+^) and cortical distal convoluted tubule dilation, and cysts (sodium-chloride cotransporter/Slc12A3^+^; Figure 2, C–E and Supplemental Figures 7, B and C, and 8) and junctional cysts (AQP^+^, Calbindin^+^) apparently where nephron and cortical collecting ducts fused (Figure 2F and Supplemental Figures 7D and 8). The largest cysts did not express segment-specific markers. Quantitative measurements demonstrated stunted PT and even the near absence of TALH tubules (Figure 2, G and H). Because disruption of ciliary function results in cystic-dysplastic kidney diseases,^57,58^ we measured a number of attributes of ciliary structure (see Supplemental Figure 13) and found ciliary elongation in both cystic tubules and noncystic neighbors, suggesting that ciliary elongation preceded cystogenesis (Figure 2I). Eventually, TfD caused lethal kidney failure (Figure 2J; serum creatinine rose from 0.21±0.035 to 0.7±0.13, No. =7, 9; *P* < 0.001); mortality neared 100% by P15.

To test whether the proliferative and morphogenic failure was directly attributable to the knockout of *TfR1*, we used a second driver, *Ksp1.3Cre,* to delete *TfR1* in a different segment.^59^ Consistent with the distribution of this driver, the knockout nearly abolished cortical and medullary TALH uromodulin^+^ tubules at P13 (Figure 3, A and B), reducing EDU^+^ labeling by 84% (80±16.7 versus 13.25±4.06 EDU^+^ cells/area 630× 630 *μ*m^2^; *P*adj < 0.001; *n*=8 each) in remnants of the loop. By contrast, the PT was little affected by *KspCre* mediated *TfR1* deletion (54±5.97 versus 50.6±4.39 EDU^+^ cells/area 630×630 *μ*m^2^; *P*adj = NS; No. =5 each). Small cysts and dilated tubules were found in the distal convoluted tubule (sodium-chloride cotransporter/Slc12A3^+^) and collecting ducts (Kertain8^+^; Krt8^+^) in 44% of kidneys by P13, but most kidneys were affected by P60 (No. =5 litters, Figure 3, B–D). Ultimately, bands of Masson-Trichrome^+^ fibrosis surrounded the cysts and dimpled the surface where fibrotic bands reached from the cortico-medullary junction to the kidney capsule (Figure 3, E and F). These data contrast with cortical PT at P60: in the cortex, megalin expression, tubule morphology, and *Lotus tetragonolobus* lectin^+^ tubules were little affected at P60 (26%±12%; *P* < 0.001; Figure 3D and G and H), whereas cortico-medullary TALH were depleted (76%±21%; *P*adj < 0.001; Figure 3I); ciliary elongation in cystic tubules and noncystic neighbors was found in remnant tubules (Figure 3J). Weight loss (23.2±1.1 to 18.5±1.8 g; No. =9, 7; *P* < 0.001), anemia (46.1±1.9 to 36.3±3.5 %Hct, No. =9, 7; *P* < 0.001), and kidney failure (sCr=0.2±0.04 to 0.814±0.43 mg/dl; BUN 27.1±7.1 to 136.14±5.7 mg/dl; *P*adj < 0.001; No. =7–9) supervened due to medullary defects (Figure 3, K–N). In summary, *Tfr1* is indispensable for postnatal kidney development both in cortical and in cortico-medullary tubules.

### Postnatal Nephron Growth Is Linked to *TfR1,* But Midgestation Growth Is a Composite of Tf and NTBI

An unexpected clue to *TfR1* function resulted from its incomplete deletion by *Six2Cre*EGFP.^41,60^ *Six2Cre*EGFP is active in all tubule progenitors, but a few scattered *TfR1*^+^ cells that apparently had escaped Cre-mediated deletion were visible days later in developing PTs at E15.5. Similarly, *TfR1*^+^ cells that had escaped *Hoxb7Cre*-mediated deletion were visible in collecting ducts at midgestation^61^ (Figure 4, A and B). Three weeks later, by P13, *TfR1*^+^ cells populated the nephron: 58%±8% of megalin^+^ PTs contained *TfR1*^+^ rogue cells, side by side with *TfR1*^−^ cells (Figure 4C) and approximately 90% of surviving uromodulin^+^ TALH tubules were composed entirely of *TfR1*^+^ cells (Figure 4D). The emergence of *TfR1*^+^ cells toward birth and their colonization of the nephron implied a growth advantage conferred by *Tfr1* expression compared with neighboring *TfR1*-null cells.

**Figure 4:**
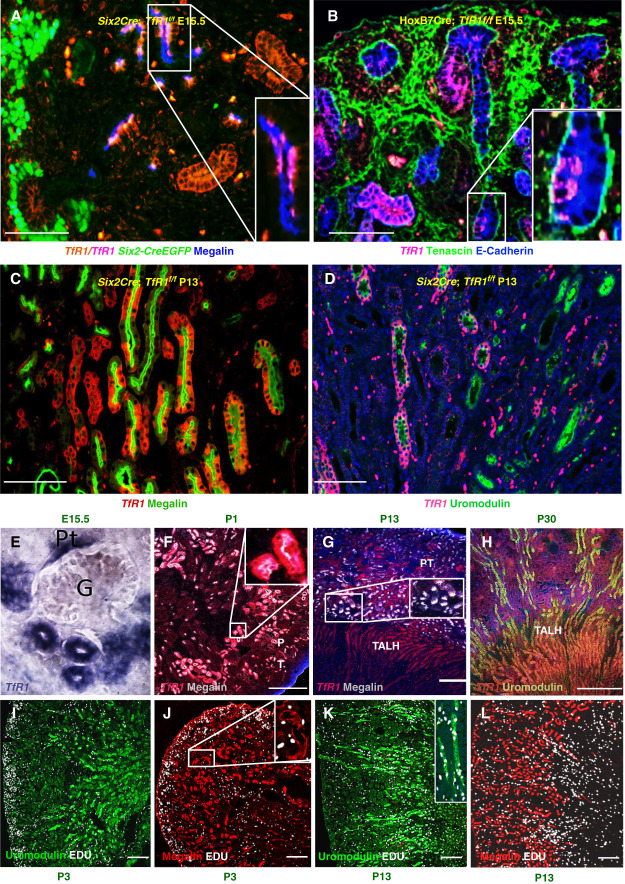
**The deletion of *TfR1* does not limit tubulogenesis, but *TfR1***^***+***^ **cells have a growth advantage.** (A) Residual *TfR1*^+^ cells populate *Six2Cre*; *TfR1*^*f/f*^ megalin^+^ tubules by E15.5. (B) Residual *TfR1*^+^ cells populate *Hoxb7Cre*; *TfR1*^*f/f*^ E-cadherin^+^ UBs by E15.5. (C and D) Residual *TfR1*^+^ cells occupy the majority of *TfR1*^−^ megalin^+^ PT and surviving uromodulin^+^ TALH by P13. Bars=100 *µ*m. (E–L) *TfR1* expression correlated with proliferative zones. (E–H) *TfR1* message was expressed by megalin^+^ PT at E15.5 and P1, but its expression faded by P13. In contrast, *TfR1* was expressed by uromodulin^+^ megalin^+^ TALH tubules at P13 and P30. (I–L) Cell proliferation followed a similar pattern. Cortical mesenchyme and megalin^+^ uromodulin^−^ PT captured EDU at P3, but subsequently, megalin^−^ uromodulin^+^ TALH captured EDU. (F–L) Bars=200 *µ*m. EDU, 5-ethynyl-2′-deoxyuridine.

The presumptive growth advantage of *TfR1^+^* cell led us to consider the timing of both *TfR1* expression and proliferation in postnatal kidneys. A shifting pattern in *TfR1* expression emerged from the proximal to distal nephron which paralleled the spatial distribution of proliferation (Figure 4, E–L). For example, *TfR1* was expressed in cortical PTs at P1, but expression faded in the second postnatal week (Figure 4, E–H). Similarly, EDU labeling was observed in cortical PTs at P3 but was subsequently restricted (Figure 4, J and L). In the distal nephron, *TfR1* expression and EDU labeling were also observed in parallel, but after the second postnatal week (P13–P30; Figure 4, G, H, K, and L). In summary, the growth advantage of *TfR1^+^* cells, the redistribution of *TfR1* expression with cellular proliferation, and the pattern of growth failure in *TfR1* knockouts all demonstrate that *TfR1* is responsible for postnatal kidney proliferation and tubulogenesis.

While *TfR1*, tubular growth, and morphogenesis were linked in postnatal kidneys, the more limited phenotypes in embryonic knockouts implied compensation by NTBI. If both Tf and NTBI contributed to growth in the embryonic kidney, we reasoned that global FeD should produce more severe growth failure than TfD alone. We fed 2–6 ppm iron diet (FeD) to mice for 3 weeks before mating and continued the diet until midgestation. We confirmed that the FeD diet produced classical FeD metrics in the mother^16,27^; reducing hematocrit, upregulating duodenal iron transporters *Dmt1-IRE*, *Dcytb1,* and *TfR1*; and decreasing hepatic hepcidin/*Hamp* (Figure 5, A–C) in comparison with iron sufficient diets (approximately 220 ppm iron; FeS). The FeD model produced severe embryonic hypoplasia (Figure 5, D and E) correlating with defects in kidney growth^37,62,63^ (R^2^=0.62; Supplemental Figure 5, F–H) as well as 44% fetal loss at midgestation (*e.g*., FeD: 4±1.4 versus FeS: 0±0 aborted pups/litter; *P* < 0.001) and 75% loss of the litter by birth. Immunolabeling^64^ and three-dimensional reconstructions at midgestation demonstrated that unlike TfD, FeD severely suppressed the linear growth of both ureteric and mesenchymal tubules (Figure 6). Collecting duct hypoplasia (Figure 6, A–D) was particularly evident in the sixth to eighth branch generation (Figure 6E), producing severely suppressed duct volumes (92%; Figure 6F) coupled with reduced labeling by proliferative marker phosphohistone3^+^ (Figure 6G) despite preserved branch iterations. Variable disruption of 2n bifurcating events^34,53^ and failed iterative branching (<190 mg embryos: FeD=8±1.7 iterations versus >190 mg: FeD=12.8±1.5 iterations, *P* = 0.019, No.=7; FeS=15±1 iterations, *n*=5; Figure 6H) occurred only in hypoplastic embryos <190 mg, not in preserved embryos.

**Figure 5:**
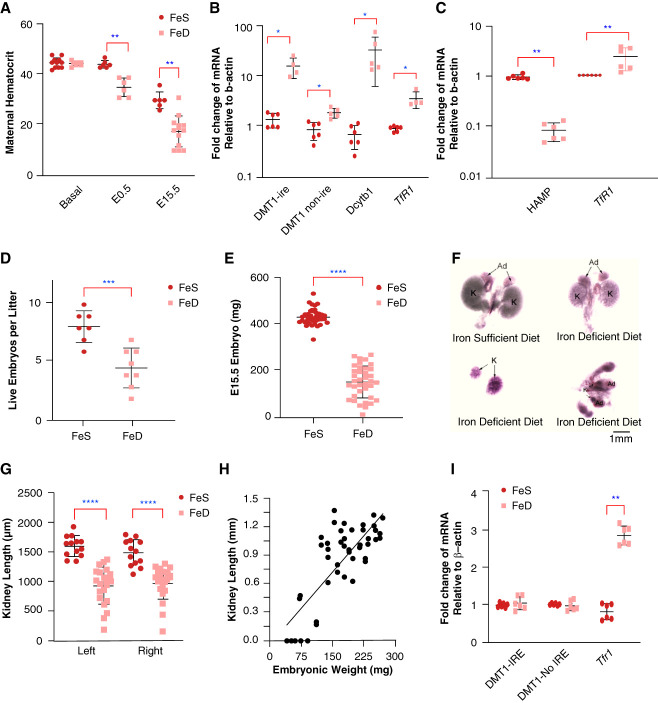
**Maternal and embryonic response to FeD.** (A) Independent cohorts of adult female mice fed low iron diets for 3 weeks and then mated (8 weeks old, FeS No.=11, FeD No.=9; *P* = 0.83). Maternal hematocrit by E0.5 days (FeS and FeD No.=6; *P* = 0.00216) and by E15.5 days of gestation (FeS No.=6 versus FeD No.=13; *P* = 0.0014). (B) By E15.5, FeD upregulated maternal duodenal *DMT1-ire* 12-fold (*P*adj = 0.038), *DMT1-non-ire* two-fold (*P*adj = 0.018), *Dcytb1* 50-fold (*P*adj = 0.017) and *TfR1* four-fold (*P*adj = 0.04; No.=4–6 mice each). (C) By E15.5, FeD upregulated maternal hepatic *TfR1* (2.4-fold; *P*adj = 0.004) and downregulated *Hamp* (11.6-fold; *P*adj = 0.005) No.=6 each; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. (A) Two tailed Mann–Whitney *U* test (B and C) with Bonferroni correction for multiple comparisons. (B) Log_10_ scale for visualization. Data represent mean± SD. (D) FeD reduced litter size (43% decrease, *P* < 0.001, No.=7–8 litters at mid gestation). (E) FeD produced variable degrees of embryonic hypoplasia (65% smaller, *P* < 0.001; FeS No.=41; FeD No.=37), that correlated with (F) variable kidney hypoplasia, (G) kidney length was reduced by 42% left and 34% right by FeD (FeD No.=22 and FeS No.=13 kidneys; left: *P*adj < 0.001; right: *P*adj < 0.001). (H) Embryonic weight correlated with kidney size (R^2^=0.71). Kidneys could not be identified in embryos <75 mg. (I) FeD regulated *TfR1* but not *DMT1-ire* or *DMT-non-ire* in mid gestation kidneys (*P*adj = 0.006; No.=6 each). (D and E) Welch two tailed *t* test, normality testing. (G and I) Two tailed Mann–Whitney *U* test, Bonferroni correction. (H) Least squares regression. Mean± SD. **P < 0.01; ****P < 0.001; ****P < 0.0001. Ad, adrenal; FeD, iron deficiency; FeS, iron sufficient; HAMP, hepcidin antimicrobial peptide.

**Figure 6:**
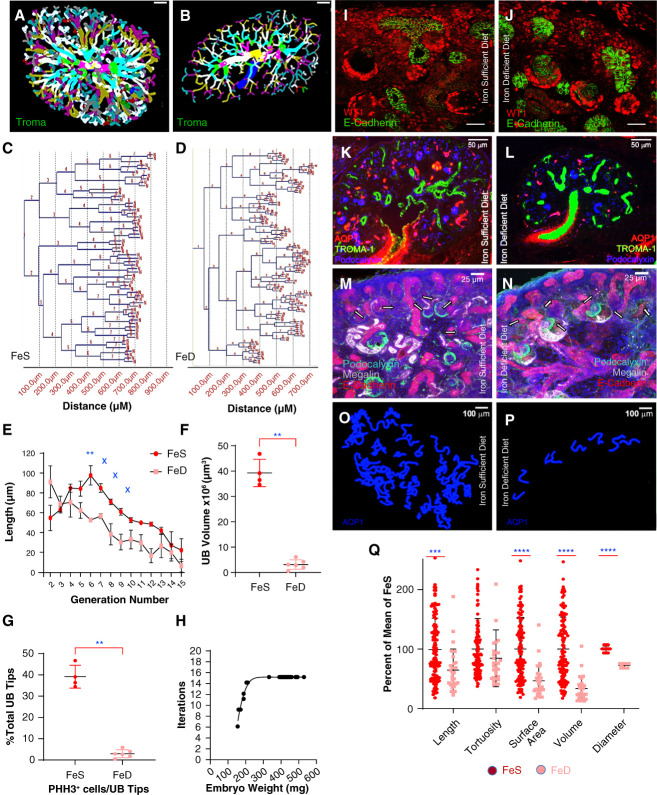
**Maternal FeD inhibited linear growth.** (A–D) Irregular branch points in FeD UB. Troma-1=KRT8. (C–E) Generations six, seven, eight, nine, were shortened particularly six (individual six: *P* = 0.002, q=0.02; seven: *P* = 0.04, q=0.09; eight: *P* = 0.02, q=0.07; nine: *P* = 0.03, q=0.07; No.=5 kidneys). *P < 0.05, q<0.05; x*P* < 0.05, q>0.05; (F) reducing tree volume by 92% (FeS: *P* = 0.01; No.=4 FeS and No.=6 FeD kidneys) and (G) phosphohistone3^+^ labeling per UB tip 40% (No.=239 FeS and No.=135 FeD tips in No.=4 mice each). (H) Nonetheless, total number of branch iterations were similar in FeD and FeS embryos >190 mg (No.=5 mice each; *P* = 0.15). (I and J) Equivalent induction of WT1^+^ cap mesenchyme in both FeS and FeD (E15.5). (K and L) Yet 65% fewer podocalyxin^+^ glomeruli (No.=5 mice, *P* = 0.028) and 92% fewer AQP1^+^ PT (No.=6,4 mice, *P* = 0.009) in FeD than in FeS kidneys. (M–P) Few, short megalin^+^ Aqp1^+^ FeD PT. (Q) Summary= % decrease: linear growth (36%; *P* < 0.001), circumferential growth (28%; *P* < 0.001), volume (66%; *P* < 0.001), and surface area (53%; *P* < 0.001) of Aqp1^+^ PT. No.=118 WT, 29 TfD PT, in five mice each. Data=% control. Means±SD. (E) Two-way ANOVA (Benjamini-Krieger-Yekutieli). (F and Q) Two-tailed Mann–Whitney *U* test; (Q) corrected with Bonferroni. **P < 0.01; ***P <0.001; ****P < 0.0001. Bars (A, B, O, and P) 100 *µ*m; (K and L) 50 *µ*m; (I, J, M, and N) 25 *µ*m.

Nephron tubules were also severely hypoplastic in the FeD model (Figure 6, I–N).^34,65–68^ PT numbers were reduced 92%, shortened 36% (*P* < 0.001), and limited in diameter (28%; *P* < 0.001; Supplemental Figure 6, O and P). Phosphohistone3^+^ labeling of nuclei was reduced 36% (FeD No.=24, FeS No.=28; *P* < 0.001) compared with FeS kidneys. In sum, the severe effects of FeD (Supplemental Figure 6Q) contrast with the relative preservation of kidney structures in the TfD model (Figure 1H, comparison: Supplemental Figure 9) consistent with the notion that prenatal development is compensated by NTBI mediated iron transport. NTBI transporters (ZIP8 and ZIP14)^69^ are candidates for compensation since they were upregulated in response to TfD (Supplemental Figure 10).

### Treatment with Iron Rescues Cystic *Six2Cre*EGFP; *TfR1*^f/f^ Mice

Deletion of *TfR1* implicated FeD as the key mechanism of proliferative and morphogenic failure of the postnatal kidney. To test this hypothesis, we attempted to rescue defects found in *TfR1* deleted kidneys with iron. Administering ferric sucrose (1 mg) at P8 restored body weight, kidney weight, serum Cr (Figure 7, A–C), and even blocked cystic transformation. The cystic index (cystic area *µ*m^2^/total kidney area *µ*m^2^) fell from 8.69%±0.5% to 2.2%±2.1% (*P*indv < 0.001; q<0.001; No.=3 no treatment, No.=7 treatment; Figure 7, D–F), similar to control cyst burden (0.61±0.48). Iron may directly affect cystic epithelia since ciliary cargo adaptors, the BBSomes were suppressed in Six2Cre; *Six2Cre; *TfR1*^f/f^* kidneys but restored with iron (BB1, 2, 6, 7, 8 [Figure 7G]). Hence, hypoplasia and cystic dysplasia could be suppressed by pharmacologic doses of iron, as late as 1 week after birth.

**Figure 7:**
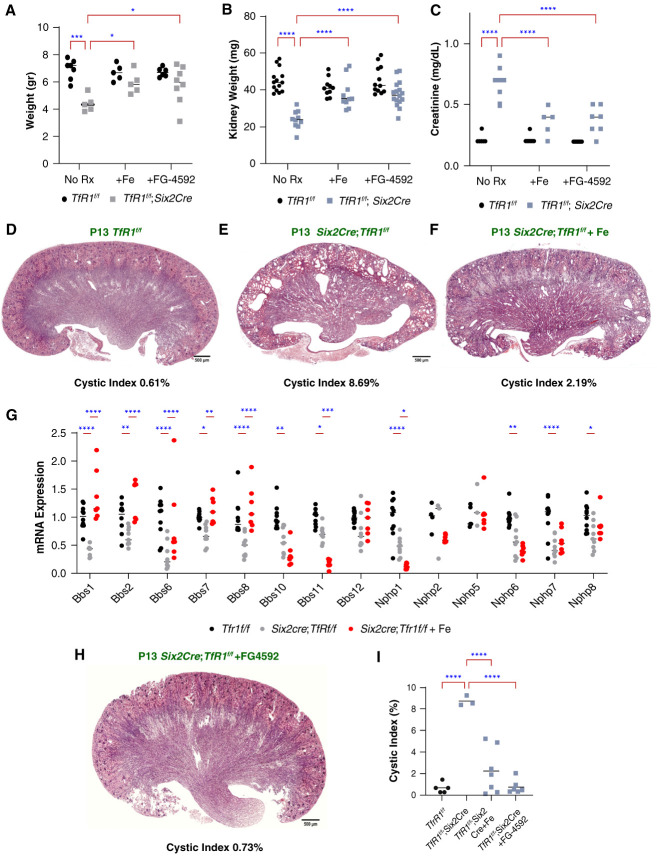
**Correction of cystic hypodysplasia by iron and activation of HIF.** (A) *Six2Cre*EGFP; *TfR1*^f/f^ reduced body weight (*P*indv < 0.001; q<0.001), (B) kidney weight (*P*indv < 0.001; q<0.001), and (C) raised serum creatinine (*P*indv < 0.001; q<0.001). However, a single dose of iron-sucrose (1 mg) at P8 or PHD inhibitor (FG-4592 0.4 mg/kg) at P8, P9, and P10 rescued TfD phenotypes. (A) Treatments normalized TfD body weight from 4.41±0.61 to 5.93±0.81 g with iron (*P*indv < 0.001; q=0.018) or to 5.78±1.37 gr with FG-4592 (*P*indv < 0.001; q=0.018), similar to *TfR1*^f/f^ controls (6.92±0.738 g); No.=5–8 per group. (B) Treatments normalized TfD kidney weight from 23.94±4.94 to 37.72±8.18 mg with iron (*P*indv < 0.001, q<0.001) or to 37.68±6.72 mg with FG-4592 (*P*indv < 0.001, q<0.001), similar to control *TfR1*^f/f^ (45.15±6.25 mg); No.=14, 10, 10, 16 kidneys. (C) Treatments normalized TfD sCr from 0.70±0.12 to 0.36±0.11 mg/dl with iron (*P*indv < 0.001, q<0.001) or 0.37±0.11 mg/dl with FG-4592 (*P*indv < 0.001, q<0.001) similar to controls *TfR1*^f/f^ (0.21±0.035 mg/dl); No.=8, 5, 7 pairs. (A-C) Two-way ANOVA corrected by FDR two stage Benjamini-Krieger-Yukutieli. Mean± SD. *q<0.05; ***q<0.001; ****q<0.0001. (D–I) *Six2Cre*EGFP; *TfR1*^f/f^ induced cysts, but a single dose of iron-sucrose (1 mg) at P8 or PHD inhibitor (FG-4592 0.4 mg/kg) at P8, P9, P10 suppressed cystic growth. (F) Treatment with iron normalized TfD cystic index from 8.69%±0.5% to 2.19%±2.1% (*P* < 0.001). (G) Treatment with iron at P8 (red) normalized BB1, two, six, seven, eight expression (*e.g*., Six2Cre; TfR^f/f^ suppressed BB1 approximately 60%, but the addition of iron normalized expression; *P ≤* 0.001; qRT-PCR), but iron was ineffective for other BBSome and Nphp genes. Two-way ANOVA, corrected with Bonferroni No.= 6–10 mice. *q<0.05; **q<0.001; ***q<0.001; ****q<0.0001. (H). Treatment with FG-4592 normalized TfD cystic index to 0.733%±0.66% (*P* < 0.001) similar to control (0.61±0.48). No.=5, 3, 7, 6 mice. (I) Summary: cystic index=cystic area (*µ*m^2^)/kidney area (*µ*m^2^). Two-way ANOVA with Bonferroni correction for multiple testing. Mean±SD. ****P < 0.0001. FDR, false discovery rate; Nphp, nephronophthisis; PHD, prolyl hydroxylase domain; qRT-PCR, quantitative reverse transcription PCR.

Past studies have linked cell autonomous *HIF1alpha* activation in kidney cells with cystic growth.^70–72^ Given that FeD prevents the degradation of HIF proteins,^50,73^ TfD might lead to HIF activation and subsequent cystogenesis. In fact, postnatal P13–15 RNA-seq identified 353 (in *Six2CreEGFP*; *TfR1*^f/f^) and 693 (in *KspCre*; *TfR1*^f/f^) upregulated genes (≥2.0-fold; *P*adj < 0.05, No.=3 for each model) enriched in the *HIF1alpha* pathway (*P*adj < 0.001; Supplemental Figure 6), confirming a direct linkage between HIF pathways and TfD. However, cysts were still present when both *TfR1* and *Hif1α* were simultaneously deleted with *Six2Cre*EGFP (*Six2Cre*EGFP; *TfR1*^f/f^; *Hif1α*^f/f^, genotype confirmed by PCR and sequencing; Supplemental Figure 11).

To further examine the linkage between FeD, HIF activation, and cystic hypodysplasia, we treated TfD mice, just before widespread cystogenesis at P8, with FG-4592 (Roxadustat), an US Food and Drug Administration-approved HIF prolyl-hydroxylase inhibitor that stabilize HIF protein.^74^ Roxadustat rescued the *Six2CreEGFP*; *TfR1*^f/f^ kidney phenotype (No.=7) and normalized postnatal growth. Roxadustat restored body and kidney weight, reduced serum creatinine (Figure 7, A–C), and reversed the cystic index, which fell to 0.73%±0.66% (*P* < 0.001, q<0.001) similar to *TfR1*^f/f^ controls (0.61±0.48; Figure 7, A–C, H, and I).

To determine the locus of Roxadustat activity, we first studied HIF expression in the kidney and identified nuclear located HIF in cysts in TfD (consistent with RNAseq, Supplemental Figure 6) and in kidney tubules of Roxadustat treated mice (Figure 8, A–F). However, while TfD elevated downstream HIF target genes in the kidney, Roxadustat suppressed HIF target genes (Figure 8G). While initially counterintuitive given that Roxadustat enhances HIF activation, we considered that the effect of treatment may be due to upregulation of systemic iron transport. Indeed, Roxadustat normalized major iron regulatory genes including liver *TfR1*^75^*,* duodenal *Dcytb*,^76^ kidney erythropoietin (EPO)^77^ and liver hepcidin *Hamp*^78^ (Figure 8H). Perhaps these mechanisms converge to effectively increase kidney iron (*P* < 0.001, Figure 8I) and reduce kidney HIF activation. Hence, it is plausible that Roxadustat stimulated systemic HIF activation which increased iron capture. Consistent with this idea, supplementation with exogenous iron suppressed HIF stimulated gene expression (Supplemental Figure 12).

**Figure 8:**
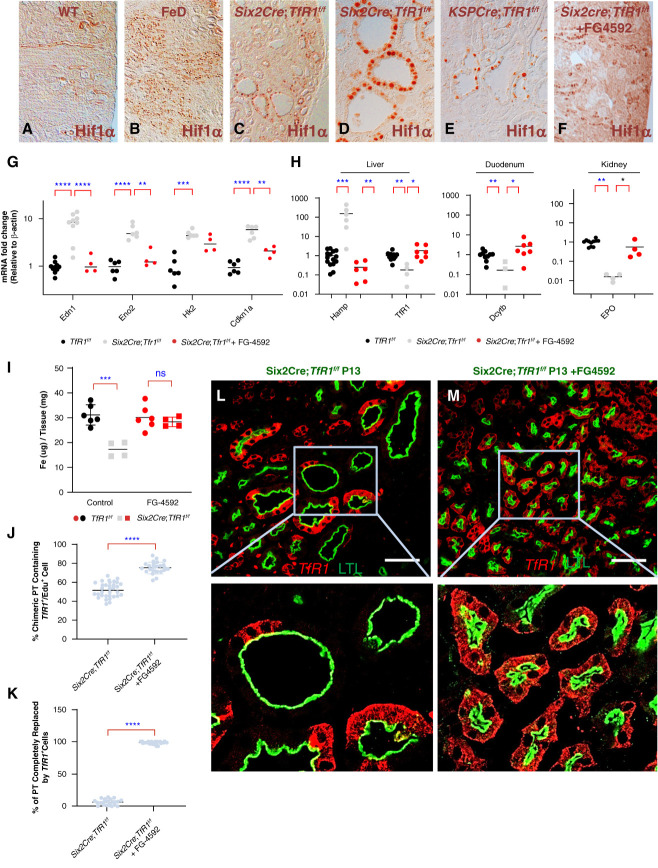
**HIF activation rescues kidney dysgenesis.** (A–E) Upregulated HIF1alpha protein in FeD, *Six2CreEGFP*; *TfR1*^f/f^ and *KspCre*; *TfR1*^f/f^ models. Note the nuclear localization of HIF1*α* in cystic epithelia. (F) HIF1*α* protein expression was upregulated 1 day after treatment with FG-4592. (G) HIF1*α* targeted genes were enriched in *Six2Cre*; *Tfr1*^*f/f*^ mice (*Edn1*, *P*adj < 0.001; *Eno2*, *P*adj < 0.001; *HK2*, *P*adj < 0.001; *Cdkn1a*, *P*adj < 0.001); No.=6–9 versus No.=10–6 WT mice. Treatment with FG-4592 suppressed some of the genes (*e.g*., *Edn1*, *P*adj < 0.001; *Eno2*, *P*adj = 0.0016; *HK2*, *P*adj = 0.3; *Cdkn1a*, *P*adj = 0.008); No.=7. Untreated, age matched *TfR1*^*f/f*^ littermates (WT) served as controls, normalized to one. Kidneys were harvested at P13. *P < 0.05; **P < 0.01; ***P < 0.001. Mean± SD. Two-way ANOVA with Bonferroni correction for multiple testing. (H) *Six2Cre*; *Tfr1*^*f/f*^ reduced expression of Liver *TfR1* (*P*adj = 0.0088), duodenal *Dcytb* (*P*adj = 0.008), kidney *Epo* (*P*adj = 0.003) compared to WT littermates; No.=4 *Six2Cre*; *Tfr1*^*f/f*^, No.=10–12 WT. Treatment with FG-4592 increased *Tfr1* (*P*adj = 0.024), *Dcytb* (*P* = 0.024) and *Epo* (*P* = 0.057); No.= 4–7. Conversely, elevated *Hamp* (*P*adj < 0.001; No.=6, 15) returned to control values (*P*adj = 0.009); No.=6. Mann–Whitney *U* test with Bonferroni corrections. (I). Deletion of *TfR1* reduced nonheme iron (from 31.15±4.09 to 17.25±3.01 mg Fe/mg tissue; No.=6, four mice, respectively; *P*adj < 0.001). FG-4592 normalized iron level (+FG-4592: 28.4±1.9 mg Fe/mg tissue; No.=6, four mice). Two-way ANOVA with Bonferroni correction for multiple testing. (J–M) FG-4592 expanded the population of *TfR1^+^* cells in TfD PT (LTL^+^). (J) FG-4592 increased *TfR1^+^* EDU^+^ cells in chimeric TfD tubules (from 52.0%±7.6% to 75.3%±6.4%; No.=525 and 510 *Tfr1*^+^ cells in 55 sections, five, four mice, respectively; *P* < 0.001). (K) Complete replacement of *TfR1*^−^ by *TfR1^+^* cells in 77.2%±17.7% of PT after treatment with FG-4592 compared to 7.46%±4.61% tubules in untreated mice (No.=1850, No.=684 tubules in 56 sections, four, five mice respectively; *P* < 0.001). *TfR1^+^* was detected in 98.09%±1.88% wild type *TfR1^f/f^* tubules (No.=1099 tubules, 20 sections, five mice). (J and K) Mann–Whitney two-tailed test. ****P < 0.0001. (L and M) Bars=100 *µ*m. HIF, hypoxia inducible factor.

To further investigate how Roxadustat rescued kidney morphology, we examined cellular proliferation using EDU labeling. We found that Roxadustat stimulated EDU^+^ proliferation of *TfR1*^+^ rogue cells in *Six2CreEGFP*; *TfR1*^f/f^ kidneys (Figure 8J). Immunostaining revealed near complete repopulation of *TfR1-*PT with *TfR1*^+^cells (Figure 8, K–M). These data are in accordance with the notion that iron acquisition through *TfR1* is critical for the postnatal growth of the kidney.

## Discussion

This study depicts the effect of FeD in the developing kidney. The models illustrate growth failure, varying in phenotype according to (*1*) the deficient form of iron transport, (*2*) the response of different kidney segments, and (*3*) the stage of development. Because segment-specific deletions of *TfR1* produced segment-specific cystic-hypodysplasia after birth and because iron therapy reversed the phenotype, we can confirm a direct relationship between FeD, cell proliferation, nephron development, and kidney architecture. Together, the phenotypes may be considered a new entity called iron-deficient kidney disease.

NTBI has been measured in a wide range of iron overload disorders such as hemochromatosis,^79^ thalassemia,^80–82^ blood transfusions,^44^ and inflammatory disorders^83–85^ and is implicated in tissue damage,^86,87^ rather than serving a physiologic function. We inferred a physiologic role for NTBI in kidney growth, because of the development of approximately E11–E12 kidneys in *TfR1*^*−/−*^ mice, the development of *TfR1*^*−/−*^ ES cells in wild-type kidney chimeras, and the development of mesenchymal-epithelial, ureteric, and stromal compartments at midgestation (E15.5), despite *TfR1* deletions by *Six2Cre*, *Hoxb7Cre*, and *FoxD1Cre*, respectively. Past studies have also identified partial organogenesis in *TfR1* deleted mouse embryos,^6^ in hypotransferrinemic mice (*Hpx*)^88^ and fetal humans,^89,90^ and in conditional *TfR1* knockouts,^91–93^ which demonstrated perinatal rather than strong embryonic phenotypes in heart and gastrointestinal system. Together, these data suggest that NTBI iron donation must complement *TfR1* in the early embryo. In fact, two candidate NTBI transporters,^69^ Zip8 and Zip14, were upregulated by TfD (Supplemental Figure 10). Additional NTBI transporters include NRAMP1, NRAMP2,^94–96^ TRPML1 (lysosomal iron transporter),^97^ L-Type, and T-Type calcium channel^98,99^ expressed in S-shaped nephrons.^69^ Hence, our data suggest that multiple iron capture mechanisms are active in early embryo. In this light, FeD produced a more severe phenotype than TfD because it depleted both NTBI and Tf bound iron.

The mild embryonic TfD phenotype might have been mollified not only by NTBI but by residual *TfR1^+^* rogue cells. However, these cells were undetectable in *Six2-Cre* *EGFP*^+^ the progenitor pool, and only scattered *TfR1^+^* cells were found at midgestation in established tubules (Figure 4, A and B). This pattern is consistent with the limited importance of *TfR1* mediated growth in early gestation (Figure 1, A and B).

Although NTBI may have a physiologic role in early gestation, several lines of evidence demonstrate that transferrin becomes the dominant iron carrier after midgestation: (*1*) endogenous *TfR1*^+^ cells replaced *TfR1*^−^ cells in late gestation (Figure 4), (*2*) tubule cell proliferation coincided with *Tfr1* expression (Figure 4), and (*3*) cystic hypodysplasia was apparent >P8 in TfD kidneys (Figures 2 and 3). Perhaps increasing concentrations of circulating apo-transferrin deplete NTBI due to its higher affinity for iron,^100^ explaining the dominance of transferrin emerging in the perinatal period. This shift is likely critical for organ development because transferrin-iron is stable in the oxygenated^24,25^ kidney cortex.^101^ In addition, transferrin can undergo multiple rounds of iron delivery, while NTBI carriers are metabolized (*e.g*., citrate to bicarbonate). Hence, affinity, stability, and the efficiency of transferrin-*TfR1* impart growth advantage.

Murine kidney development continues for several days after birth.^102,103^ At the end of the second postnatal week, components of cell cycle and growth pathways (*e.g*., *TfR1*; Figure 4) are downregulated, while transport genes typical of mature epithelia are upregulated.^104^ Many of these genes were modulated in both of our models, FeD (283 genes *P*adj < 0.001) and TfD (75 genes *P*adj < 0.001) at P13–15. 

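In FeD kidneys, 657 of the 15145 tested genes were upregulated and 862 were downregulated. In 1514 of these 1519 genes, every FeD kidney lay on the same side of every control kidney; among all tested genes this held for 58.1%, where chance gives 10% for 3 kidneys against 3. Without a fold threshold, 3397 genes were higher and 3527 were lower at an adjusted P under 0.05. An adjusted P under 0.001 was reached by 1613 genes, 750 higher and 863 lower. That number fell to 234 genes when control kidney 2 was left out and rose to 3621 genes with DESeq2, the tool the paper names. These numbers cover all tested genes, and the set of genes that change in the second postnatal week, which the paper takes from its reference, was not used here.

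Among well-expressed genes whose groups did not overlap, the largest rises were those of Cyp2j13, Grem1, Grp, Adam23 and Hsd17b2. Adam23 (chromosome 1, 63492465 to 63643089) rose from 14.9 ± 3.44 to 616 ± 50.2 normalized counts (SD, n = 3), a log2 fold change of 5.38 (standard error 0.16, adjusted P = 3.3e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cyp2j13 (chromosome 4, 95694225 to 95744237) had at most 2 counts in each control kidney, and its mean was at least 206-fold higher in FeD kidneys. Grem1 (chromosome 2, 113586321 to 113598803) had at most 3 counts in each control kidney, and its mean was at least 133-fold higher in FeD kidneys. The FeD kidneys varied widely, from 157.1 to 743.2 normalized counts of Grem1. With each kidney left out in turn, its log2 fold change of 7.19 ranged from 6.35 to 7.58. The largest falls were those of BC002163, Pvalb, Slc5a2, Hhatl and Slc34a3. BC002163, annotated as a pseudogene on chromosome 16 from 42955744 to 42956064, fell from 813 ± 43.1 to 2.59 ± 2.60 normalized counts; reads that it shares with its parent gene were not assessed. Slc5a2 (chromosome 7, 135409171 to 135415944) fell from 6433 ± 291 to 215 ± 51.0 normalized counts, a log2 fold change of -4.89 (standard error 0.15, adjusted P = 3.3e-06 from the same edgeR test with Benjamini-Hochberg adjustment). BC017158, on the opposite strand, covers 20.6% of the exon bases of Slc5a2, so some of its reads can belong to that gene. The paper reasons that cell cycle and growth genes fall and transport genes rise late in the second postnatal week, and states that many of these genes were modulated in FeD as well as TfD.

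**Figure D1:**
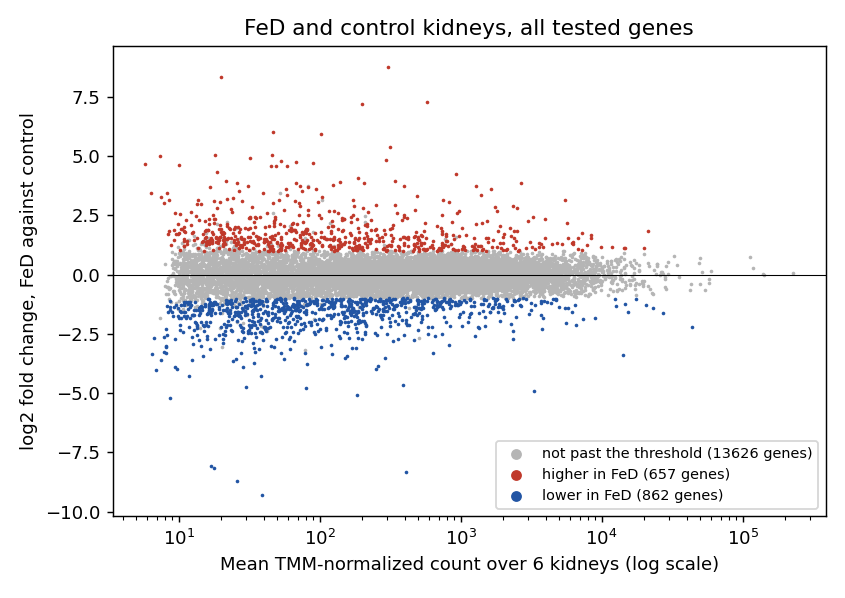
Log2 fold change of FeD against control kidneys (vertical axis) against the mean TMM-normalized count of each gene (horizontal axis, log scale), for 3 kidneys per group. Each point is a tested gene, with the 657 upregulated genes in red, the 862 downregulated genes in blue and the other tested genes in grey.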

As an example, *Ndrg1* is upregulated by FeD^105^ (1.56-fold in FeD and 2.11-fold in TfD models, *P* < 0.05), particularly in PTs.^106^ 

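Ndrg1 lies on the minus strand of chromosome 15 from 66760883 to 66801202 and was among the most abundant transcripts measured, with 37414 to 66640 raw counts per kidney. It had 38283 ± 3204 normalized counts (SD, n = 3) in control kidneys and 62108 ± 5600 in FeD kidneys, a 1.62-fold rise. The log2 fold change was 0.70 (standard error 0.10, adjusted P = 0.0012 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), below the 2-fold threshold for differential expression. The lowest FeD kidney, at 55843 normalized counts, lay above the highest control kidney, at 41390. With each kidney left out in turn, the log2 fold change of Ndrg1 stayed between 0.64 and 0.78. Gm17035 and Gm2895, on the opposite strand, overlap 8.43% of its exon bases. Whole kidneys were sequenced, so the segment in which Ndrg1 rose was not resolved.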

*NDRG1* opposes proliferative pathways, implying that it contributes to the transition at P13–15. In this light, transferrin iron–mediated proliferation is required for the timing and success of subsequent tubule maturation. By contrast, the deletion of *TfR1* with *Megalin-CreERT*^43^ 2 weeks after birth does not disrupt kidney morphogenesis, and it failed to generate cystic dysplasia.

The morphogenic failure at the transition point (Figure 2) was reminiscent of the time dependence of polycystic kidney disease and whole ciliary knockouts.^104,107,108^ In both TfD and a few surviving FeD kidneys, the cysts contained longer cilia at P15 and P60 with lower density of ARL13b staining (Supplemental Figure 13), which is inversely proportional to ciliary volume. Moreover, cystic tubules and noncystic neighbors demonstrated elongated cilia, suggesting that ciliary elongation may precede cystogenesis and provide a marker of cellular disruption due to FeD.^109–112^ In fact, suppression of many of the ciliary trafficking adapter proteins, the BBSomes and the nephronophthisis (*Nphp*) genes were common to both *Six2Cre* and KspCre-mediated *TfR1* deletion. Bardet-Biedl syndrome genes were re-expressed on iron replacement (Supplemental Figure 14). Together, these data suggest the possibility that pathways linked to cilia modulate both iron-mediated growth and epithelial morphogenesis.^113^

In contrast to our findings, FeD and TfD did not modulate classical cyst-associated genes, including *Nphp*, *Hnf1b*, *Jbt*, *Pkd1/2,* or *Tsc-vHL* genes. Hence, we examined a second model of developmental failure of medullary and pelvic development, the *Wnt7b* deletion.^114^ However, we did not observe analogous changes in *BBSome* or *Nphp* genes, most likely because *Wnt7b* appears to be signaling to the stroma rather than the epithelia. 

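A list of 36 cyst-associated genes, compiled from the families that the paper names and from related genes before the counts were examined, was tested in FeD kidneys. None passed the threshold of a 2-fold change with an adjusted P under 0.05. Smaller changes passed the adjusted P alone in 12 of the 36 genes, 6 higher and 6 lower, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes, and in 12 genes with adjustment over the list alone. The remaining 24 genes did not pass the adjusted P. Without adjustment, 16 genes had a P under 0.05, and 0 of these changed 2-fold. In 15 of the 36 genes the FeD and control kidneys did not overlap, a pattern seen in 58.1% of all tested genes. Of all tested genes, 45.7% passed the adjusted P without a fold threshold.

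The log2 fold changes ranged from -0.77 for Invs (Nphp2) to 0.75 for Ofd1. Pkd2 (chromosome 5, 104888469 to 104934838) had 4438 ± 131 normalized counts (SD, n = 3) in control and 4524 ± 576 in FeD kidneys, a difference within the spread between kidneys whose sign changed when FeD kidney 3 was left out and under a correction for gene length. Pkd1 (chromosome 17, 24686895 to 24733459) rose from 2016 ± 113 to 2583 ± 164, a log2 fold change of 0.36 (standard error 0.07, adjusted P = 0.0041 from edgeR's test with Benjamini-Hochberg adjustment). Tsc2, which lies next to Pkd1 on the opposite strand and shares 9.11% of its exon bases with it, fell by 0.29 on the log2 scale (standard error 0.07, adjusted P = 0.0075 from the same edgeR test). Tsc1 (chromosome 2, 28496748 to 28546687) rose from 1473 ± 34.6 to 2291 ± 161, a log2 fold change of 0.64 (adjusted P = 0.00023, edgeR). Vhl, at 694 ± 1.93 and 738 ± 75.3, did not differ (adjusted P = 0.45, edgeR). Nphp4 did not pass (log2 fold change -0.35, adjusted P = 0.11, edgeR).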

*Wnt9b* disruption, on the other hand, generated striking images of cystogenesis^115^ similar to TfD, in both appearance and suppression of the same *BBSomes* and *Nphp* genes (*e.g*., *Bbs1/2/6/7/8; Nphp6/7/8*; Supplemental Figure 14). Indeed, analysis of previously published microarray data from P1, *Wnt9b* hypomorphic mutants showed significantly reduced expression of *TfR1* in mutants (fold change −1.53), indicating that Wnt drives *TfR1.* Further analysis with reciprocal knockouts is needed to determine the relationship of iron-deficient kidney disease, Wnt signaling, and many other forms of cystic kidney disease.

Caspase-dependent apoptosis is directly required for lumenal cavitation^116^ and caspase inhibition suppresses cyst formation and disease progression in polycystic kidney disease models.^117,118^ Mechanistically, apoptosis weakens entire segments of the tubular wall, leaving surviving epithelia unable to maintain normal architecture, promoting lumen dilation and cyst initiation.^117^ Suppressed proliferation may enhance the phenotype by limiting repair. Hence, ciliary dysfunction, hypoplasia, and apoptosis contribute to cystic TfD.

The dramatic morphogenic failure at P13–15 suggested that a variety of amplifying loops are at play. For example, the liver is the major site of fetal EPO production, but this function is transferred to the kidney in the first 2 postnatal weeks, coinciding with widespread cystic dysplasia induced by TfD. Perhaps, the suppression kidney EPO^119–122^ (Figure 8) enhanced the P13–15 failure.^123,124^ EPO stimulates the expression of erythroferrone, which suppresses hepcidin antimicrobial peptide (HAMP). Consequently, EPO failure increases HAMP, which in turn suppresses duodenal iron transporters,^125–127^ amplifying TfD FeD.

To test the proposed systemic amplification loop, we treated kidney TfD mice with Roxadustat, an agent that activates HIF1*α* and HIF2*α*, which drive iron trafficking genes.^78^ Roxadustat stimulated EPO production^128^ suppressed HAMP^129,130^ and rescued duodenal *Dcytb.^131^* Roxadustat also induced *TfR1* expression in liver.^75,132^ In turn, Roxadustat normalized kidney iron content and repopulated *Six2Cre*; *TfR1*^*−/−*^ tubules with *TfR1*^+^ rogue cells (Figure 8). Hence, we suspect that kidney TfD disrupts both kidney (through suppressed kidney EPO) and systemic iron delivery (through amplified liver HAMP), amplifying the morphogenic failure at P13–15.

The most prevalent threat to embryonic development is malnutrition.^133,134^ Gestational malnutrition can program long lasting metabolic consequences^135^ including the selection of thrifty genes (Barker Hypothesis) that may explain kidney phenotypes decades after forced starvation (*e.g*., Dutch Hunger Winter Study,^136^ China's Great Famine^137^). These challenges are critical because even mild hypoplasia may presage hypertension and CKD (Brenner hypothesis).^138^ Hence, periconceptual FeD could explain the variation in human nephron numbers,^28–30^ an unstudied mechanism of CKD.

While much is known about kidney development, its regulation by micronutrients is less explored. Perhaps an explanation for iron deficient kidney disease is found in Short *et al.*, Sampogna *et al.*, and Hannezo *et al.*^34,53,139^ who defined sequential modules of mesenchymal, nephron, and ureteric growth and demonstrated that these modules were targets of nutrient-specific deficiencies. The modules include gestational windows between E15.5 and 19.5, which is marked by the rapid elongation of PTs and cortico-medullary collecting ducts, particularly branching generations five through eight (when rapid 2*n* bifurcating events transition into a stochastic pattern of branching morphogenesis).^115,140,141^ The growth modules also include the medullary extension of the Loop of Henle (approximately second postnatal week).^142–144^ Finally, a transition-point between P12 and P14 signals an end of these critical growth windows.^104^ These data are striking because the modules of growth coincide with the timed waves of *TfR1* expression. Hence, transferrin iron determines not only the growth of nephrons but apparently is required for their transition to the mature phenotype (*e.g*., Supplemental Figure 6).

Our data also demonstrate the difficulties of iron repletion because FeD in the embryo and in the neonate may self-amplify because of placental defects and/or HAMP expression, respectively. Although these findings might seem counterintuitive, this mechanism may protect the placenta^27^ or even littermates by reducing iron transfer to nonviable embryos.

It is challenging to translate our data to humans.^145^ Human kidney development terminates *in utero*, making stage-specific iron supplementation much more challenging than in mice. Nonetheless, the dramatic normalization of kidney structure after a single dose of iron suggests the utility of iron administration timed to the most sensitive windows of iron demand. Perhaps enhanced iron delivery by HIF activators could support kidney growth thereby permitting efficient nutritional repletion even with limited iron dosing.^78,146^

In summary, both NTBI and transferrin iron contribute to organogenesis before midgestation, but transferrin iron is a prerequisite for postnatal growth and subsequently for epithelial maturation. TfD defeats this developmental patterning and results in cystic hypodysplasia and kidney failure (Supplemental Figure 15).

## Supplementary Material

## Data Availability

Original data generated for the study are or will be made available in a public access repository upon publication. Data Type: Observational Data. Small scale mouse experiments comparing wild type and knockout mice. Repository Name: GEO. Linkable Citation: RNAseq data were deposited in GEO (access number: GSE100254 (reviewer token mtefiwqyjverlet). Mouse models are available upon request including *TfR1*f/f, HIF1af/f and Cre drivers, Six2EGFPCre, KspCre, HoxB7Cre, Foxd1Cre, Megalin3â€CreERT. Frozen stocks are stored at Jax Mice https://www.jax.org. Data were deposited in GEO https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE100254 (reviewer token mtefiwqyjverlet).

# Supplementary material for: A Switch in Iron Delivery Is Critical for Postnatal Kidney Development
**Source:** Kidney360. 2026 Feb 17;7(5):982–1002. doi: 10.34067/KID.0000001064
**Supplement:** Supplementary file 1

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

There is no minimum financial threshold; individuals must disclose all financial relationships, regardless of the amount, with ineligible companies. Individuals must disclose for every category below, regardless of their view of the relevance of the relationship to the activity. (*"Ineligible companies" are those whose primary business is producing, marketing, selling, re-selling, or distributing health care products used by or on patients.*)

**Date:**

**Author Name:**

**Manuscript ID:**

**Manuscript Title:**

**Disclosure Statement:** *(including all categories below\*)*

**\*Categories:** Employer; Ownership Interest; Consultancy; Research Funding; Honoraria; Patents or Royalties; Advisory or Leadership Role; Speakers Bureau; and Other Interests or Relationships

**Author Acknowledgment:** I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

**Author Name and/or Initials:**

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

A. Beenken reports the following:

Employer: New York Presbyterian / Columbia University Vagelos College of Physicians and Surgeons

I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

Name: Andrew Samuel Beenken

Manuscript ID: K360-2025-000777R1

Manuscript Title: A Switch in Iron Delivery Is Critical for Postnatal Kidney Development

Date of Completion: October 16, 2025

Disclosure Updated Date: October 16, 2025

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

There is no minimum financial threshold; individuals must disclose all financial relationships, regardless of the amount, with ineligible companies. Individuals must disclose for every category below, regardless of their view of the relevance of the relationship to the activity. (*"Ineligible companies" are those whose primary business is producing, marketing, selling, re-selling, or distributing health care products used by or on patients.*)

**Date:**

**Author Name:**

**Manuscript ID:**

**Manuscript Title:**

**Disclosure Statement:** *(including all categories below\*)*

**\*Categories:** Employer; Ownership Interest; Consultancy; Research Funding; Honoraria; Patents or Royalties; Advisory or Leadership Role; Speakers Bureau; and Other Interests or Relationships

**Author Acknowledgment:** I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

**Author Name and/or Initials:**

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

There is no minimum financial threshold; individuals must disclose all financial relationships, regardless of the amount, with ineligible companies. Individuals must disclose for every category below, regardless of their view of the relevance of the relationship to the activity. (*"Ineligible companies" are those whose primary business is producing, marketing, selling, re-selling, or distributing health care products used by or on patients.*)

**Date:**

**Author Name:**

**Manuscript ID:**

**Manuscript Title:**

**Disclosure Statement:** *(including all categories below\*)*

**\*Categories:** Employer; Ownership Interest; Consultancy; Research Funding; Honoraria; Patents or Royalties; Advisory or Leadership Role; Speakers Bureau; and Other Interests or Relationships

**Author Acknowledgment:** I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

**Author Name and/or Initials:**

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

T. Carroll reports the following:

Employer: UTSW Medical Center

I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

Name: Thomas J. Carroll

Manuscript ID: K360-2025-000777R1

Manuscript Title: A Switch in Iron Delivery Is Critical for Postnatal Kidney Development

Date of Completion: October 16, 2025

Disclosure Updated Date: October 16, 2025

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

There is no minimum financial threshold; individuals must disclose all financial relationships, regardless of the amount, with ineligible companies. Individuals must disclose for every category below, regardless of their view of the relevance of the relationship to the activity. (*"Ineligible companies" are those whose primary business is producing, marketing, selling, re-selling, or distributing health care products used by or on patients.*)

**Date:**

**Author Name:**

**Manuscript ID:**

**Manuscript Title:**

**Disclosure Statement:** *(including all categories below\*)*

**\*Categories:** Employer; Ownership Interest; Consultancy; Research Funding; Honoraria; Patents or Royalties; Advisory or Leadership Role; Speakers Bureau; and Other Interests or Relationships

**Author Acknowledgment:** I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

**Author Name and/or Initials:**

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

There is no minimum financial threshold; individuals must disclose all financial relationships, regardless of the amount, with ineligible companies. Individuals must disclose for every category below, regardless of their view of the relevance of the relationship to the activity. (*"Ineligible companies" are those whose primary business is producing, marketing, selling, re-selling, or distributing health care products used by or on patients.*)

**Date:**

**Author Name:**

**Manuscript ID:**

**Manuscript Title:**

**Disclosure Statement:** *(including all categories below\*)*

**\*Categories:** Employer; Ownership Interest; Consultancy; Research Funding; Honoraria; Patents or Royalties; Advisory or Leadership Role; Speakers Bureau; and Other Interests or Relationships

**Author Acknowledgment:** I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

**Author Name and/or Initials:**

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

R. Deng reports the following:  
Employer: Columbia University

I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

Name: Rongjia Deng  
Manuscript ID: K360-2025-000777R1  
Manuscript Title: A Switch in Iron Delivery Is Critical for Postnatal Kidney Development  
Date of Completion: October 19, 2025  
Disclosure Updated Date: October 19, 2025

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

L. Dionne reports the following:

Employer: Washington University in St Louis

I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

Name: Lai Kuan Dionne

Manuscript ID: K360-2025-000777R1

Manuscript Title: A Switch in Iron Delivery Is Critical for Postnatal Kidney Development

Date of Completion: November 25, 2025

Disclosure Updated Date: November 25, 2025

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

There is no minimum financial threshold; individuals must disclose all financial relationships, regardless of the amount, with ineligible companies. Individuals must disclose for every category below, regardless of their view of the relevance of the relationship to the activity. (*"Ineligible companies" are those whose primary business is producing, marketing, selling, re-selling, or distributing health care products used by or on patients.*)

**Date:**

**Author Name:**

**Manuscript ID:**

**Manuscript Title:**

**Disclosure Statement:** *(including all categories below\*)*

**\*Categories:** Employer; Ownership Interest; Consultancy; Research Funding; Honoraria; Patents or Royalties; Advisory or Leadership Role; Speakers Bureau; and Other Interests or Relationships

**Author Acknowledgment:** I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

**Author Name and/or Initials:**

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

C. Hinze reports the following:

Employer: Medizinische Hochschule Hannover; and Consultancy: AstraZeneca, Chiesi, Amgen, Boehringer-Ingelheim, Stada, Amgen, Biogen.

I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

Name: Christian Hinze

Manuscript ID: K360-2025-000777R1

Manuscript Title: A Switch in Iron Delivery Is Critical for Postnatal Kidney Development

Date of Completion: November 26, 2025

Disclosure Updated Date: November 26, 2025

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

A. Khan reports the following:

Employer: Columbia University

I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

Name: Atlas Khan

Manuscript ID: K360-2025-000777R1

Manuscript Title: A Switch in Iron Delivery Is Critical for Postnatal Kidney Development

Date of Completion: November 26, 2025

Disclosure Updated Date: January 6, 2025

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

There is no minimum financial threshold; individuals must disclose all financial relationships, regardless of the amount, with ineligible companies. Individuals must disclose for every category below, regardless of their view of the relevance of the relationship to the activity. (*"Ineligible companies" are those whose primary business is producing, marketing, selling, re-selling, or distributing health care products used by or on patients.*)

**Date:**

**Author Name:**

**Manuscript ID:**

**Manuscript Title:**

**Disclosure Statement:** *(including all categories below\*)*

**\*Categories:** Employer; Ownership Interest; Consultancy; Research Funding; Honoraria; Patents or Royalties; Advisory or Leadership Role; Speakers Bureau; and Other Interests or Relationships

**Author Acknowledgment:** I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

**Author Name and/or Initials:**

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

There is no minimum financial threshold; individuals must disclose all financial relationships, regardless of the amount, with ineligible companies. Individuals must disclose for every category below, regardless of their view of the relevance of the relationship to the activity. (*"Ineligible companies" are those whose primary business is producing, marketing, selling, re-selling, or distributing health care products used by or on patients.*)

**Date:**

**Author Name:**

**Manuscript ID:**

**Manuscript Title:**

**Disclosure Statement:** *(including all categories below\*)*

**\*Categories:** Employer; Ownership Interest; Consultancy; Research Funding; Honoraria; Patents or Royalties; Advisory or Leadership Role; Speakers Bureau; and Other Interests or Relationships

**Author Acknowledgment:** I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

**Author Name and/or Initials:**

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

There is no minimum financial threshold; individuals must disclose all financial relationships, regardless of the amount, with ineligible companies. Individuals must disclose for every category below, regardless of their view of the relevance of the relationship to the activity. (*"Ineligible companies" are those whose primary business is producing, marketing, selling, re-selling, or distributing health care products used by or on patients.*)

**Date:**

**Author Name:**

**Manuscript ID:**

**Manuscript Title:**

**Disclosure Statement:** *(including all categories below\*)*

**\*Categories:** Employer; Ownership Interest; Consultancy; Research Funding; Honoraria; Patents or Royalties; Advisory or Leadership Role; Speakers Bureau; and Other Interests or Relationships

**Author Acknowledgment:** I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

**Author Name and/or Initials:**

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

N. Paragas reports the following:

Employer: University of Washington; Ownership Interest: InVivo Analytics, Inc.; Patents or Royalties: InVivo Analytics, Inc.; and Advisory or Leadership Role: InVivo Analytics, Inc.

I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

Name: Neal Paragas

Manuscript ID: K360-2025-000777R1

Manuscript Title: A Switch in Iron Delivery Is Critical for Postnatal Kidney Development

Date of Completion: December 2, 2025

Disclosure Updated Date: December 2, 2025

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

There is no minimum financial threshold; individuals must disclose all financial relationships, regardless of the amount, with ineligible companies. Individuals must disclose for every category below, regardless of their view of the relevance of the relationship to the activity. (*"Ineligible companies" are those whose primary business is producing, marketing, selling, re-selling, or distributing health care products used by or on patients.*)

**Date:**

**Author Name:**

**Manuscript ID:**

**Manuscript Title:**

**Disclosure Statement:** *(including all categories below\*)*

**\*Categories:** Employer; Ownership Interest; Consultancy; Research Funding; Honoraria; Patents or Royalties; Advisory or Leadership Role; Speakers Bureau; and Other Interests or Relationships

**Author Acknowledgment:** I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

**Author Name and/or Initials:**

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

There is no minimum financial threshold; individuals must disclose all financial relationships, regardless of the amount, with ineligible companies. Individuals must disclose for every category below, regardless of their view of the relevance of the relationship to the activity. (*"Ineligible companies" are those whose primary business is producing, marketing, selling, re-selling, or distributing health care products used by or on patients.*)

**Date:**

**Author Name:**

**Manuscript ID:**

**Manuscript Title:**

**Disclosure Statement:** *(including all categories below\*)*

**\*Categories:** Employer; Ownership Interest; Consultancy; Research Funding; Honoraria; Patents or Royalties; Advisory or Leadership Role; Speakers Bureau; and Other Interests or Relationships

**Author Acknowledgment:** I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

**Author Name and/or Initials:**

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

R. Sampogna has nothing to disclose.

I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

Name: Rosemary V. Sampogna

Manuscript ID: K360-2025-000777R1

Manuscript Title: A Switch in Iron Delivery Is Critical for Postnatal Kidney Development

Date of Completion: November 25, 2025

Disclosure Updated Date: November 25, 2025

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

There is no minimum financial threshold; individuals must disclose all financial relationships, regardless of the amount, with ineligible companies. Individuals must disclose for every category below, regardless of their view of the relevance of the relationship to the activity. (*"Ineligible companies" are those whose primary business is producing, marketing, selling, re-selling, or distributing health care products used by or on patients.*)

**Date:**

**Author Name:**

**Manuscript ID:**

**Manuscript Title:**

**Disclosure Statement:** *(including all categories below\*)*

**\*Categories:** Employer; Ownership Interest; Consultancy; Research Funding; Honoraria; Patents or Royalties; Advisory or Leadership Role; Speakers Bureau; and Other Interests or Relationships

**Author Acknowledgment:** I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

**Author Name and/or Initials:**

## **Disclosures Continued.**

### Patents / Royalties:

1. New composition comprises compounds, e.g. stem cell factor, cytokine like factor-1, or cardiotrophin-like cytokine, useful for modulating growth of metanephric tissue and for treating damaged kidney tissue. Patent Number: US2008090765-A1. Publ. Date: 04/17/2008; Inventors: Kai M. Schmidt-Ott, Jonathan Barasch, Jun Yang (via Columbia University)
2. Determining the temporal phase of acute kidney injury involves obtaining test sample from subject, and determining the expression level of at least one biomarker e.g. cation transport regulator-like protein 1. Patent Number: WO2011157828-A1; EP2582840-A1; US2013165338-A1. Publ. Date: 12/22/2011. Inventors: Kai M. Schmidt-Ott, Anne Wuebken (via Max Delbrueck Center)
3. Diagnosing acute kidney injury in a subject comprises obtaining a urine sample and determining amount of neutrophil gelatinase-associated lipocalin- and kidney injury molecule-protein; Patent Number(s): WO2012068545-A1. Publ. Date: 05/24/2012. Inventors: Jonathan Barasch, Thomas L. Nickolas, Kai M. Schmidt-Ott (via Columbia University)

Leadership / Board / Editorial Roles: editorial board member of Kidney International, Kidney International Reports, Die Innere Medizin Springer Verlag.

Other Interests / Relationships: license revenue related to the use of a neutrophil gelatinase-associated lipocalin assay via Columbia University;

Spouse / Partner Interests: Regeneron GmbH

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

There is no minimum financial threshold; individuals must disclose all financial relationships, regardless of the amount, with ineligible companies. Individuals must disclose for every category below, regardless of their view of the relevance of the relationship to the activity. (*"Ineligible companies" are those whose primary business is producing, marketing, selling, re-selling, or distributing health care products used by or on patients.*)

**Date:**

**Author Name:**

**Manuscript ID:**

**Manuscript Title:**

**Disclosure Statement:** *(including all categories below\*)*

**\*Categories:** Employer; Ownership Interest; Consultancy; Research Funding; Honoraria; Patents or Royalties; Advisory or Leadership Role; Speakers Bureau; and Other Interests or Relationships

**Author Acknowledgment:** I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

**Author Name and/or Initials:**

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

There is no minimum financial threshold; individuals must disclose all financial relationships, regardless of the amount, with ineligible companies. Individuals must disclose for every category below, regardless of their view of the relevance of the relationship to the activity. (*"Ineligible companies" are those whose primary business is producing, marketing, selling, re-selling, or distributing health care products used by or on patients.*)

**Date:**

**Author Name:**

**Manuscript ID:**

**Manuscript Title:**

**Disclosure Statement:** *(including all categories below\*)*

**\*Categories:** Employer; Ownership Interest; Consultancy; Research Funding; Honoraria; Patents or Royalties; Advisory or Leadership Role; Speakers Bureau; and Other Interests or Relationships

**Author Acknowledgment:** I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

**Author Name and/or Initials:**

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

There is no minimum financial threshold; individuals must disclose all financial relationships, regardless of the amount, with ineligible companies. Individuals must disclose for every category below, regardless of their view of the relevance of the relationship to the activity. (*"Ineligible companies" are those whose primary business is producing, marketing, selling, re-selling, or distributing health care products used by or on patients.*)

**Date:**

**Author Name:**

**Manuscript ID:**

**Manuscript Title:**

**Disclosure Statement:** *(including all categories below\*)*

**\*Categories:** Employer; Ownership Interest; Consultancy; Research Funding; Honoraria; Patents or Royalties; Advisory or Leadership Role; Speakers Bureau; and Other Interests or Relationships

**Author Acknowledgment:** I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

**Author Name and/or Initials:**

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

M. Werth reports the following:

Employer: Macroarray Diagnostics GmbH

I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

Name: Max Werth

Manuscript ID: K360-2025-000777R1

Manuscript Title: A Switch in Iron Delivery Is Critical for Postnatal Kidney Development

Date of Completion: November 25, 2025

Disclosure Updated Date: November 25, 2025

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

There is no minimum financial threshold; individuals must disclose all financial relationships, regardless of the amount, with ineligible companies. Individuals must disclose for every category below, regardless of their view of the relevance of the relationship to the activity. (*"Ineligible companies" are those whose primary business is producing, marketing, selling, re-selling, or distributing health care products used by or on patients.*)

**Date:**

**Author Name:**

**Manuscript ID:**

**Manuscript Title:**

**Disclosure Statement:** *(including all categories below\*)*

**\*Categories:** Employer; Ownership Interest; Consultancy; Research Funding; Honoraria; Patents or Royalties; Advisory or Leadership Role; Speakers Bureau; and Other Interests or Relationships

**Author Acknowledgment:** I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

**Author Name and/or Initials:**

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

There is no minimum financial threshold; individuals must disclose all financial relationships, regardless of the amount, with ineligible companies. Individuals must disclose for every category below, regardless of their view of the relevance of the relationship to the activity. (*"Ineligible companies" are those whose primary business is producing, marketing, selling, re-selling, or distributing health care products used by or on patients.*)

**Date:**

**Author Name:**

**Manuscript ID:**

**Manuscript Title:**

**Disclosure Statement:** *(including all categories below\*)*

**\*Categories:** Employer; Ownership Interest; Consultancy; Research Funding; Honoraria; Patents or Royalties; Advisory or Leadership Role; Speakers Bureau; and Other Interests or Relationships

**Author Acknowledgment:** I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

**Author Name and/or Initials:**

## ASN Journal Disclosure Form

As per ASN journal policy, I have disclosed any financial relationships or commitments I have held in the past 36 months as included below. I have listed my Current Employer below to indicate there is a relationship requiring disclosure. If no relationship exists, my Current Employer is not listed.

There is no minimum financial threshold; individuals must disclose all financial relationships, regardless of the amount, with ineligible companies. Individuals must disclose for every category below, regardless of their view of the relevance of the relationship to the activity. (*"Ineligible companies" are those whose primary business is producing, marketing, selling, re-selling, or distributing health care products used by or on patients.*)

**Date:**

**Author Name:**

**Manuscript ID:**

**Manuscript Title:**

**Disclosure Statement:** *(including all categories below\*)*

**\*Categories:** Employer; Ownership Interest; Consultancy; Research Funding; Honoraria; Patents or Royalties; Advisory or Leadership Role; Speakers Bureau; and Other Interests or Relationships

**Author Acknowledgment:** I understand that the information above will be published within the journal article, if accepted, and that failure to comply and/or to accurately and completely report the potential financial conflicts of interest could lead to the following: 1) Prior to publication, article rejection, or 2) Post-publication, sanctions ranging from, but not limited to, issuing a correction, reporting the inaccurate information to the authors' institution, banning authors from submitting work to ASN journals for varying lengths of time, and/or retraction of the published work.

**Author Name and/or Initials:**

# Supplementary material for: A Switch in Iron Delivery Is Critical for Postnatal Kidney Development
**Source:** Kidney360. 2026 Feb 17;7(5):982–1002. doi: 10.34067/KID.0000001064
**Supplement:** Supplementary file 2

## **Table of Contents for Supplemental Files**

- 1. Supplemental Figures**
- 2. Supplemental Figure Legends**
- 3. Methods**
- 4. Materials**
- 5. Supplemental References**

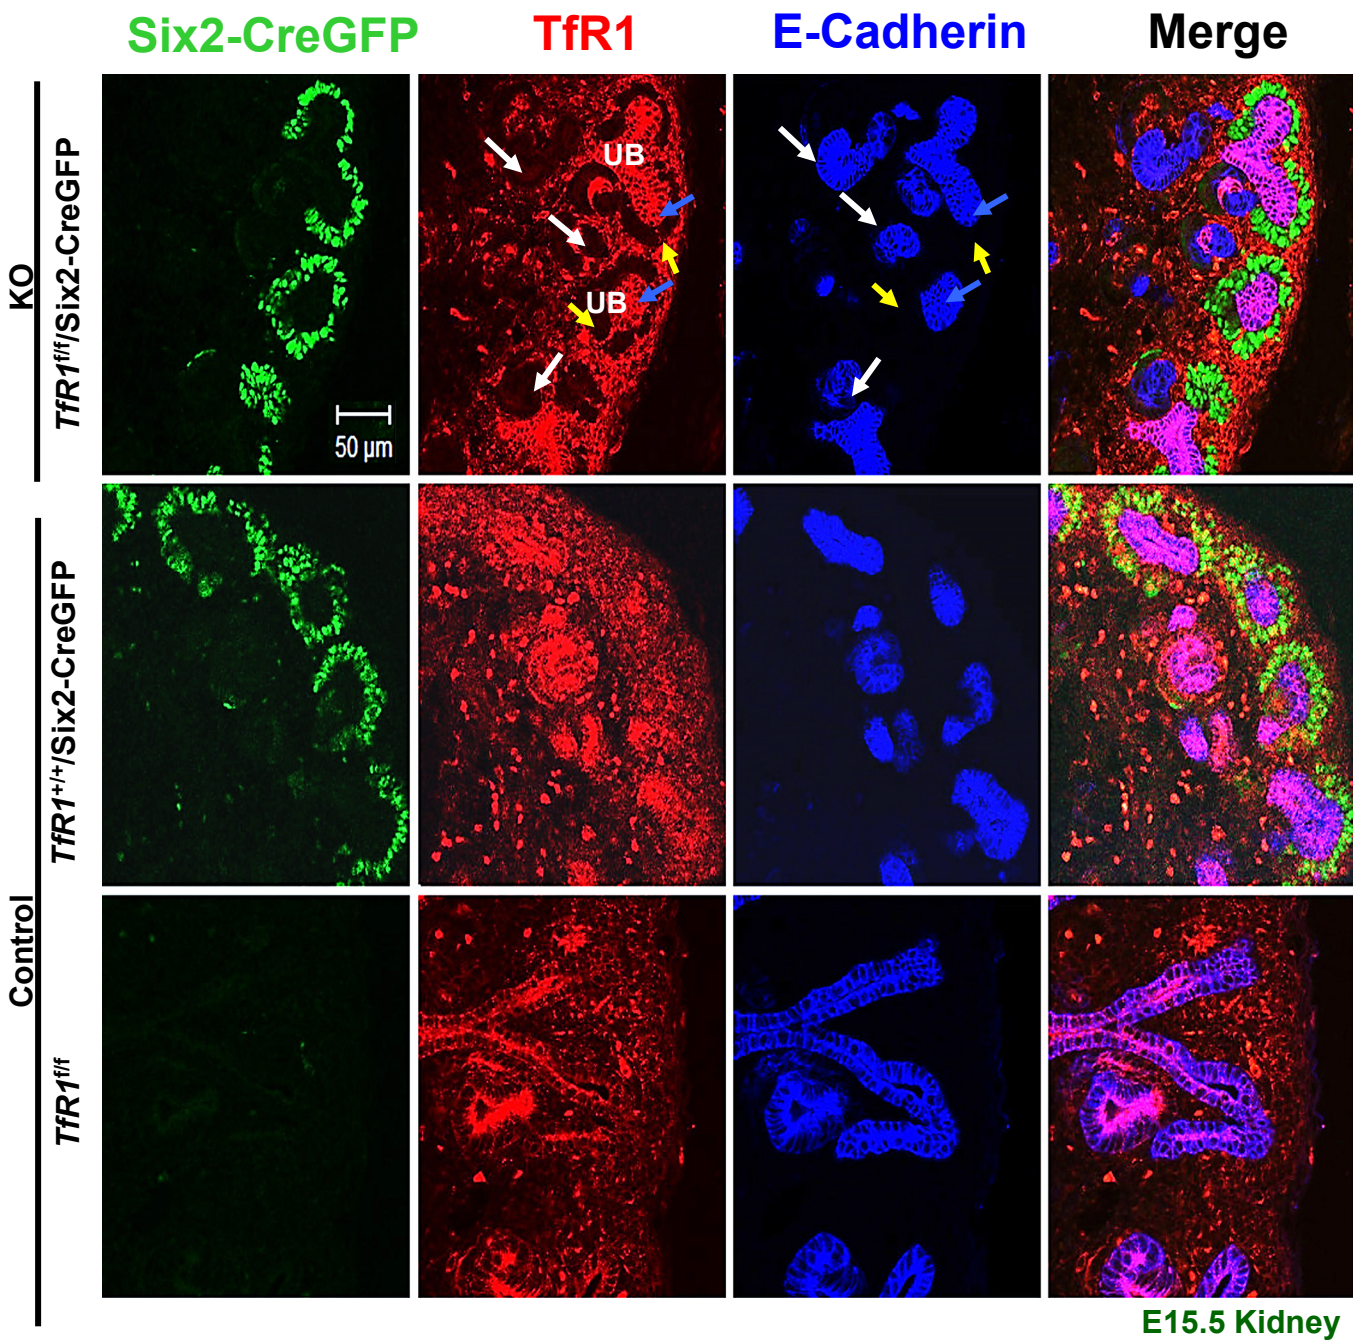

Supplemental Figure 1

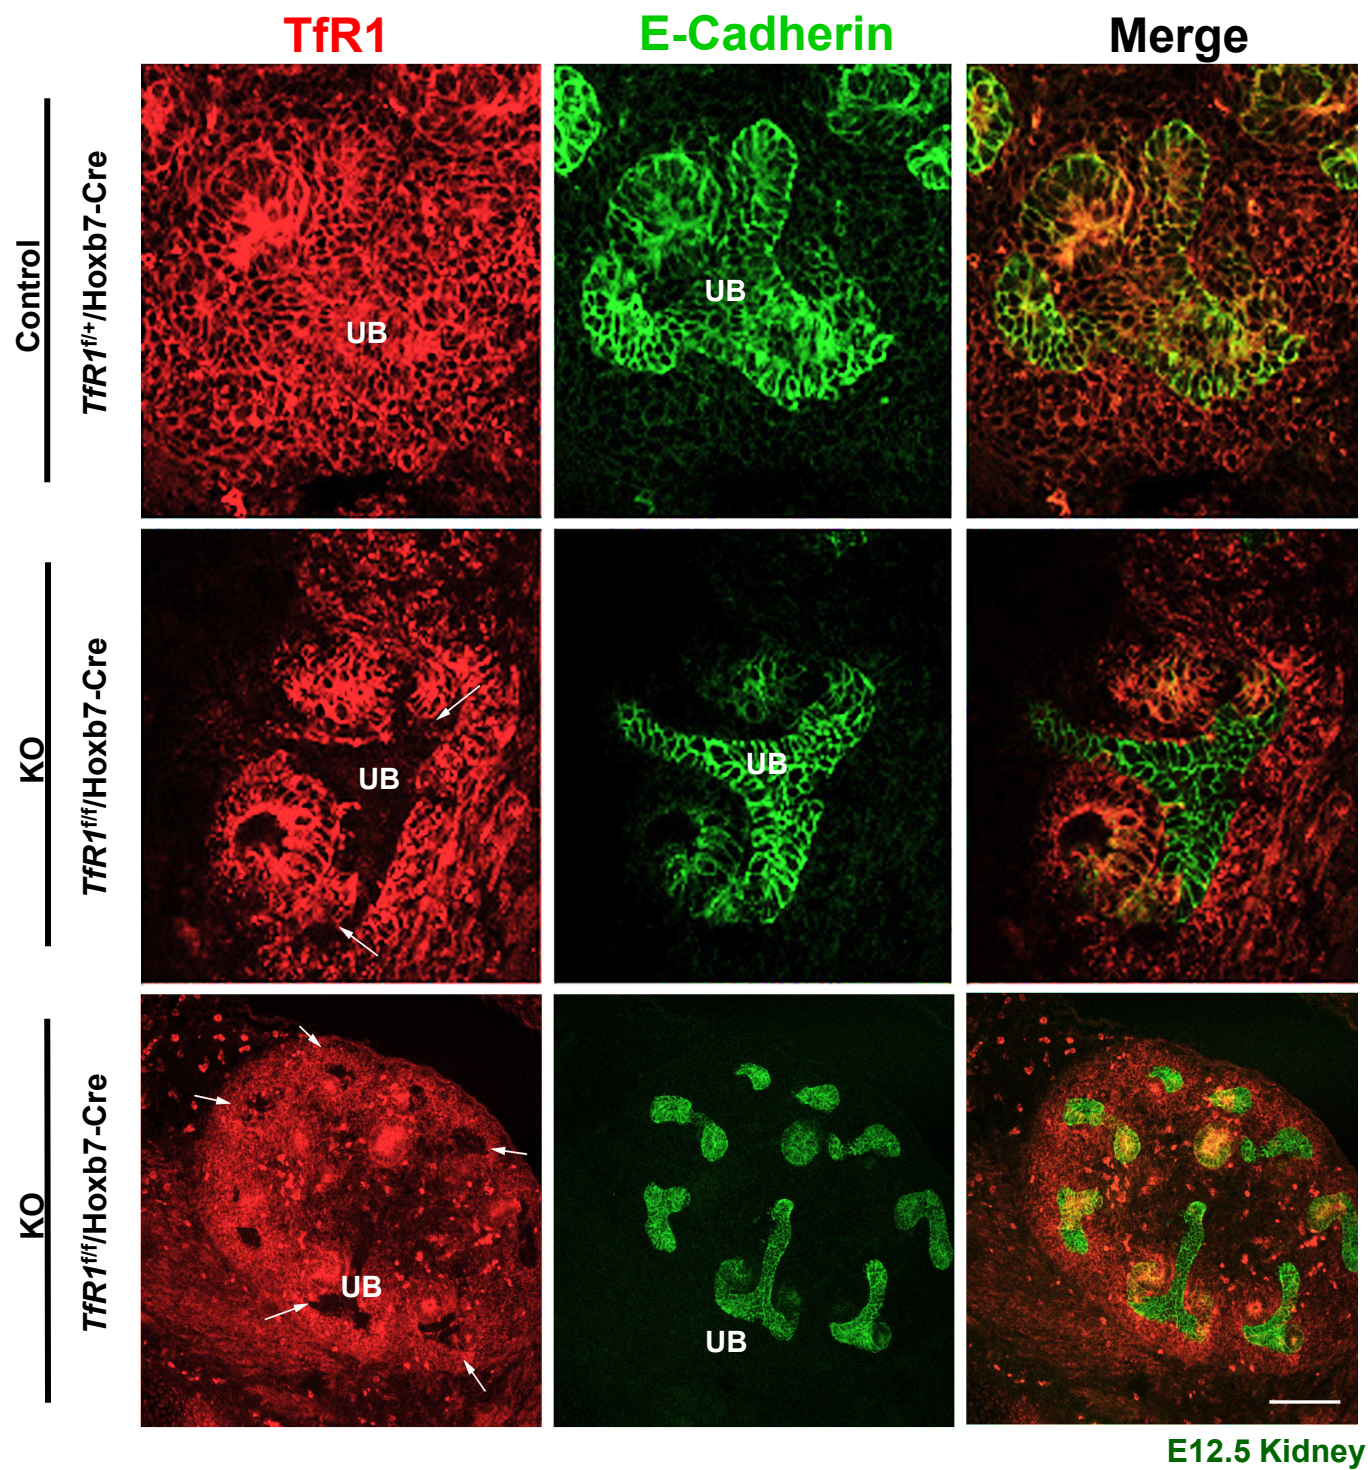

**Supplemental Figure 2**

**A**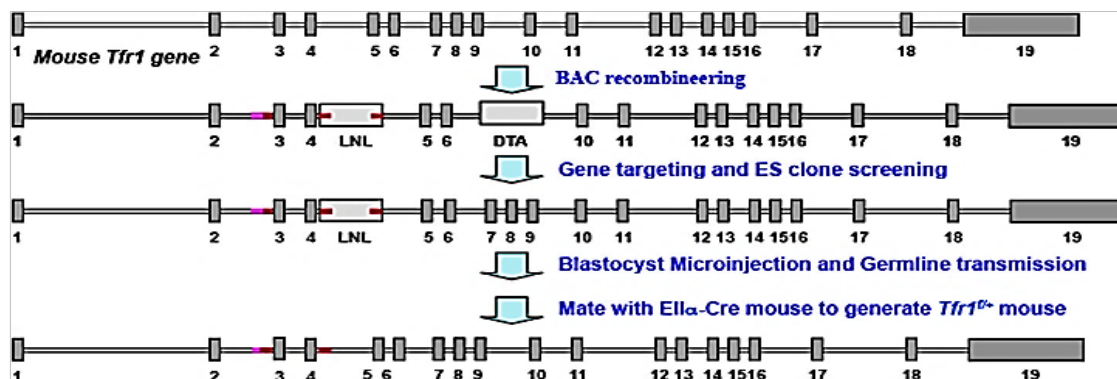**B**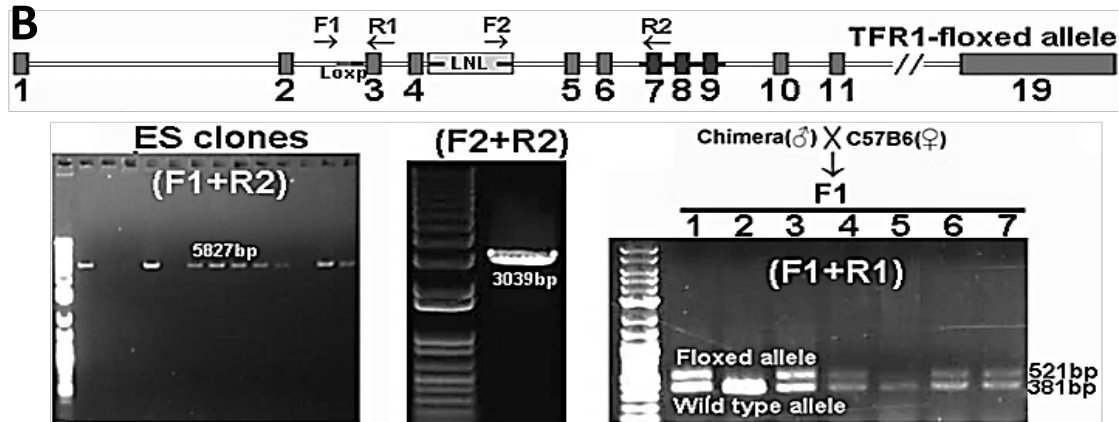**C**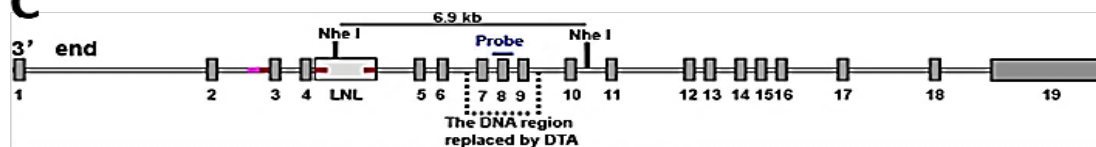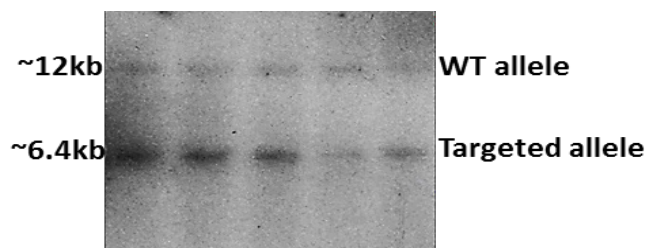

F3+R3

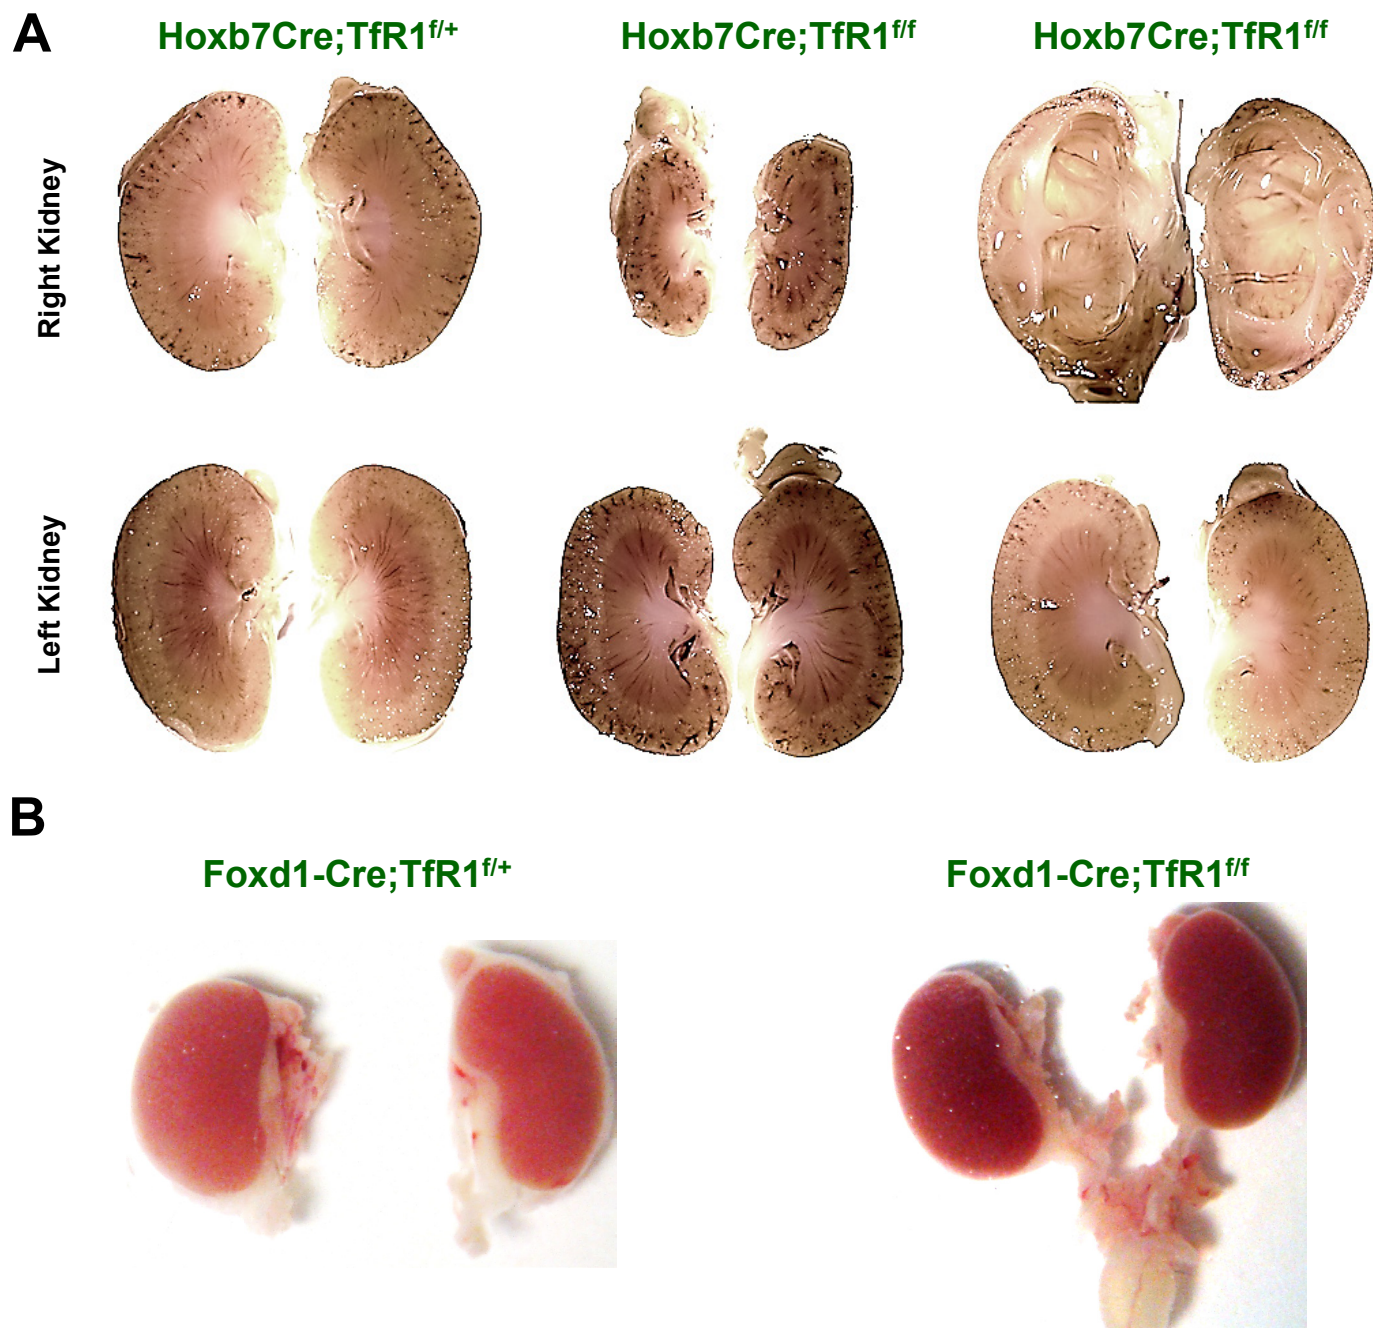

Supplemental Figure 4

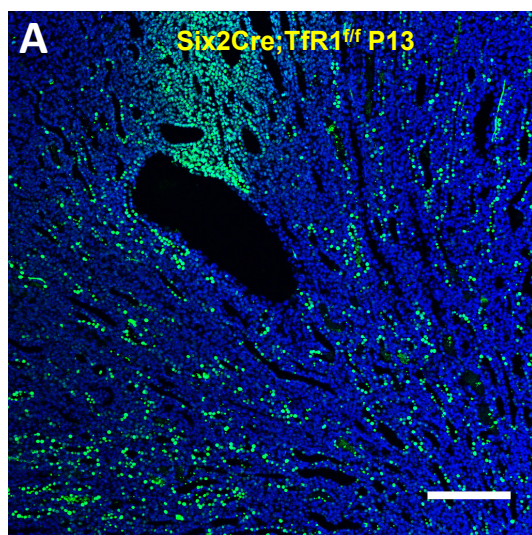

Tunel

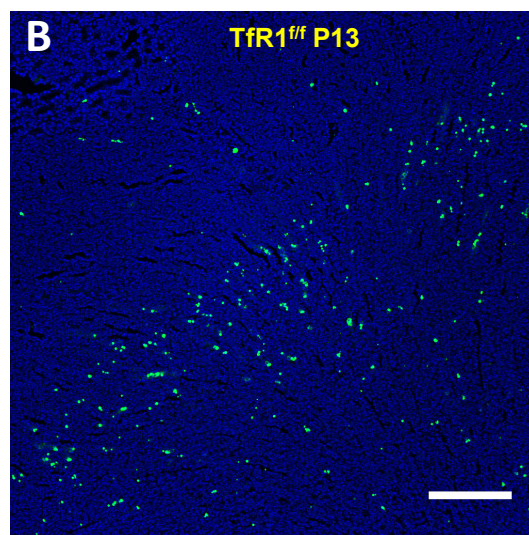

Tunel

# A

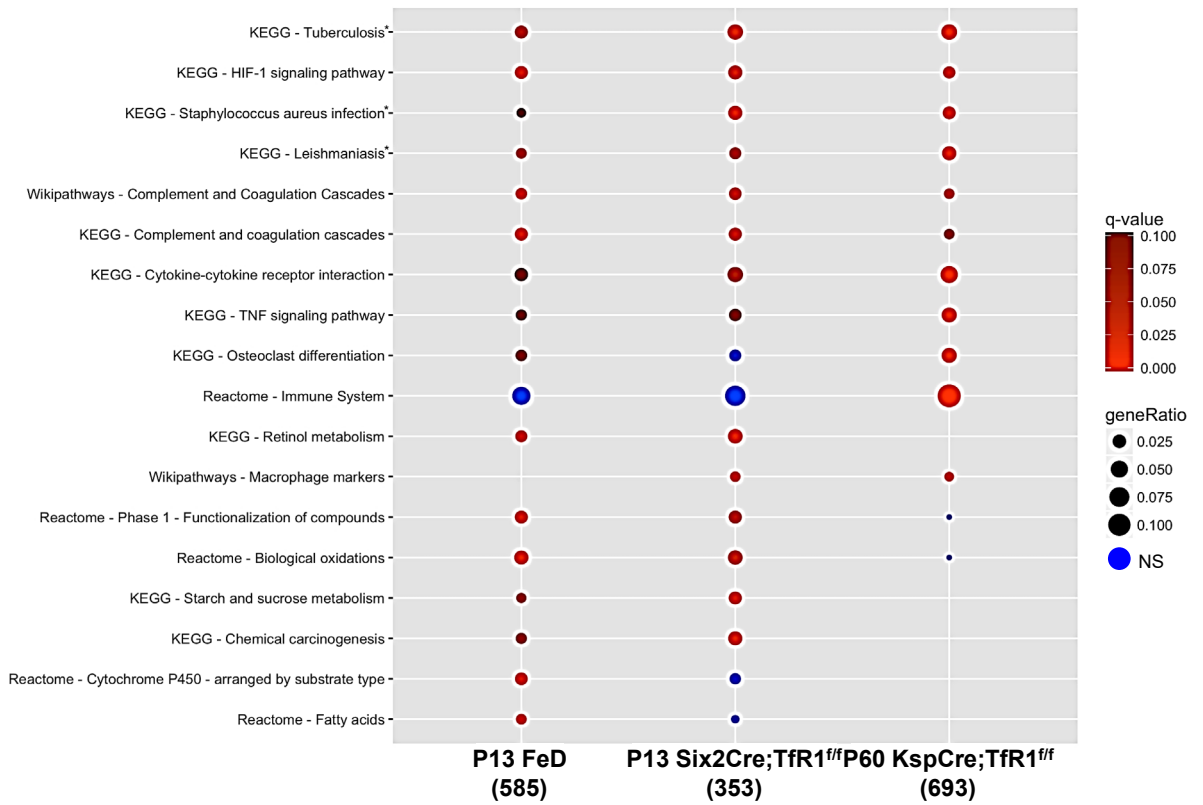

# B

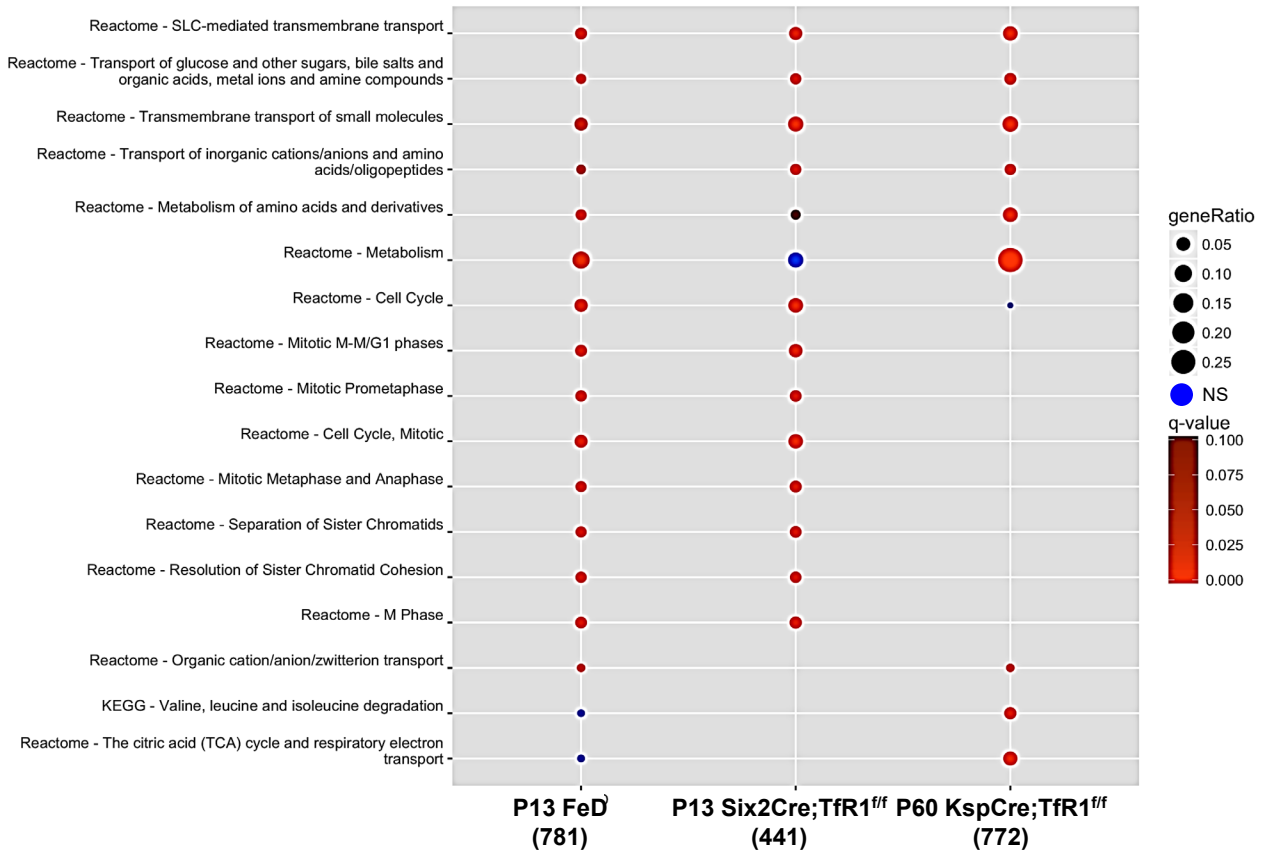

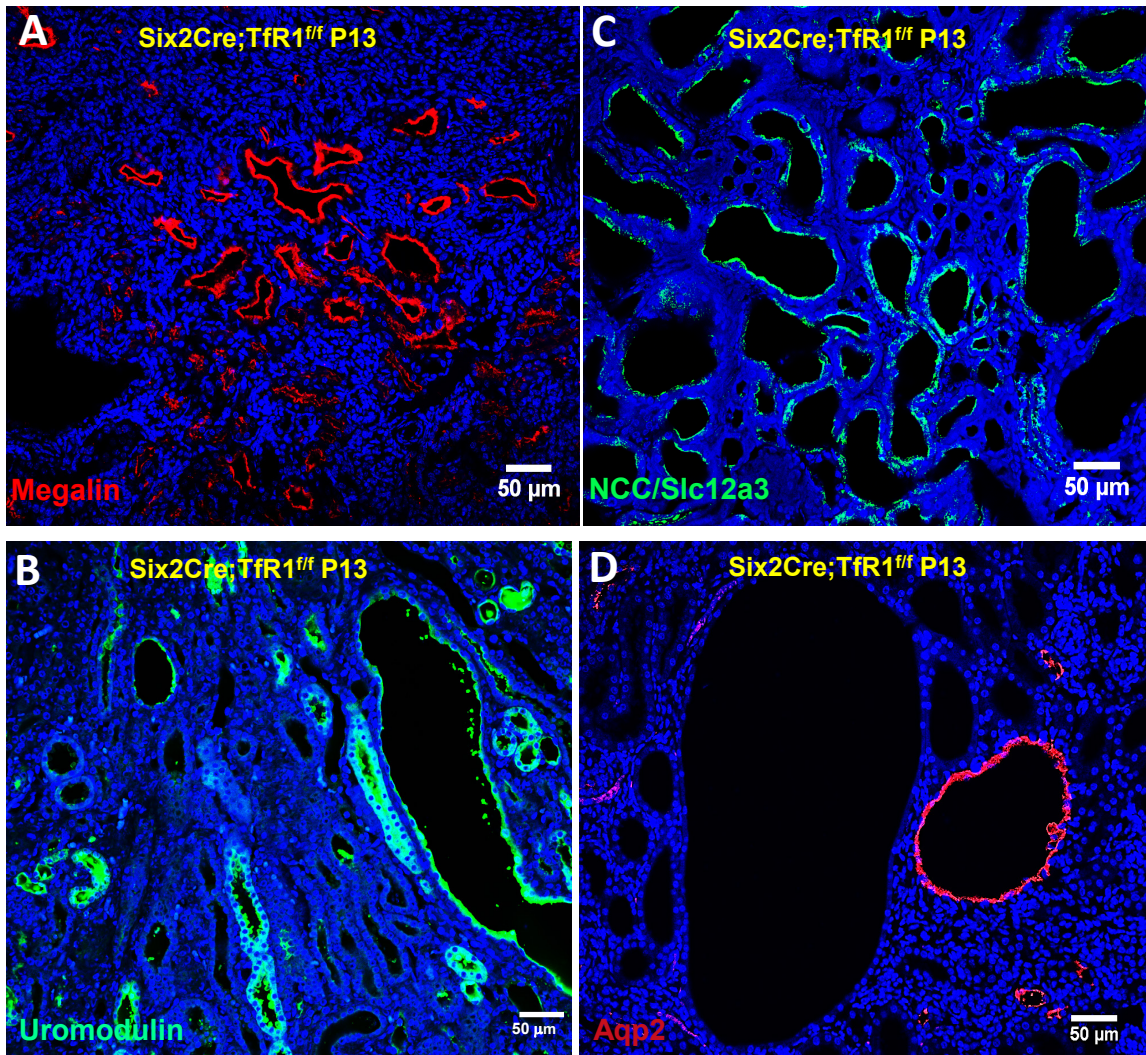

Supplemental Figure 7

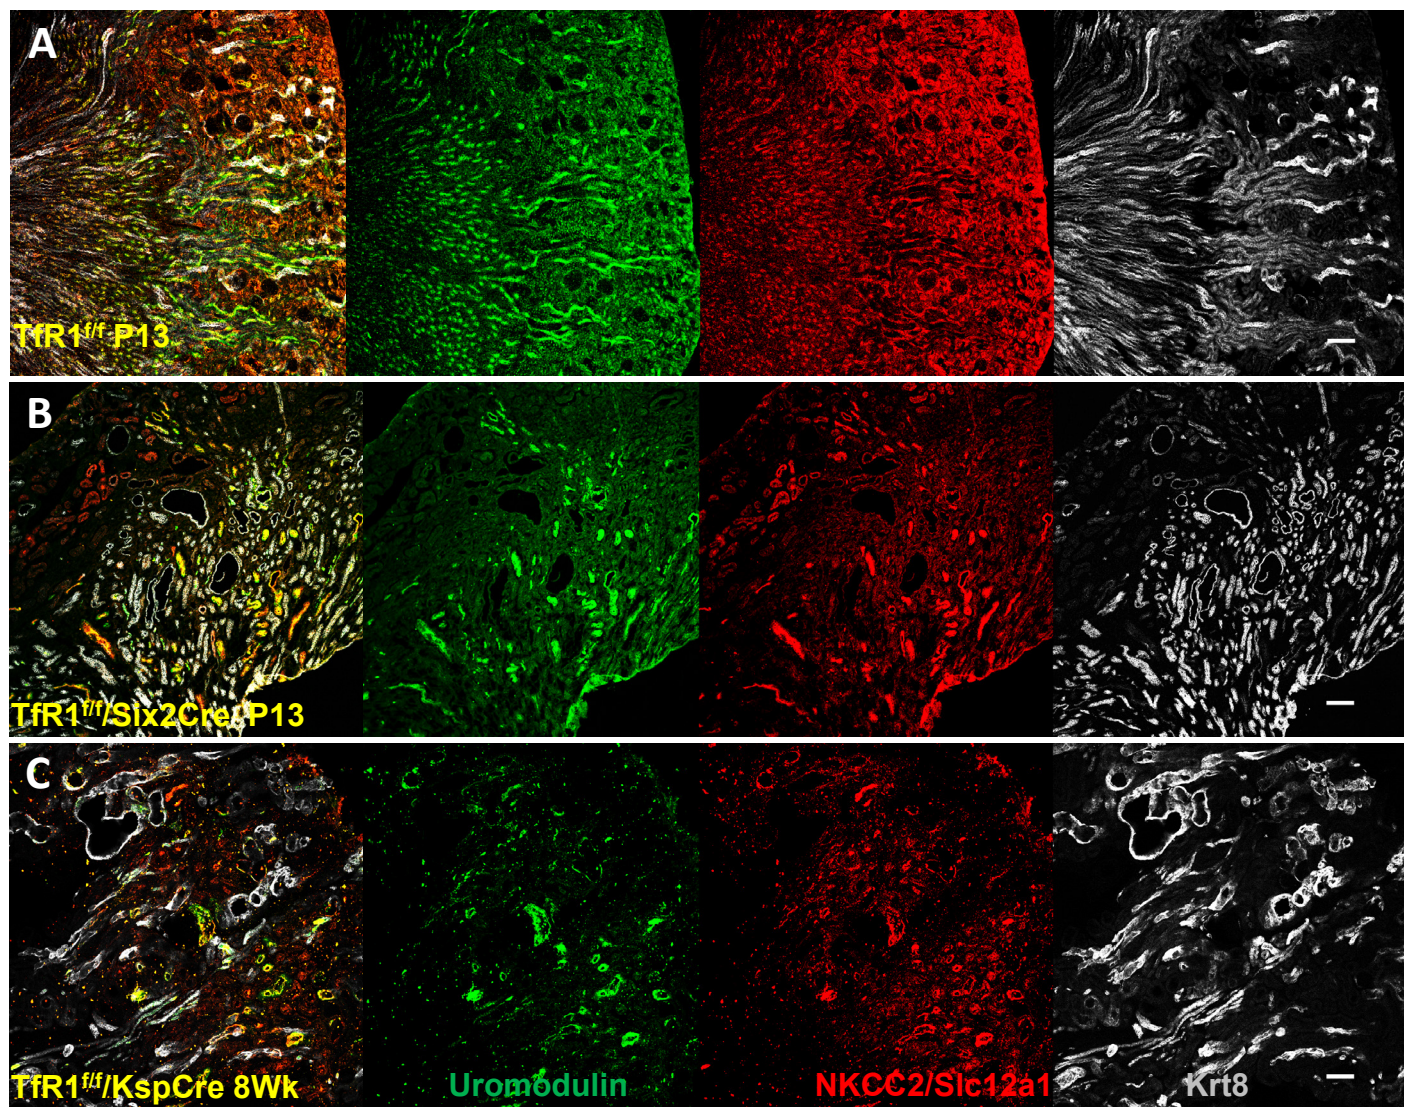

**Supplemental Figure 8**

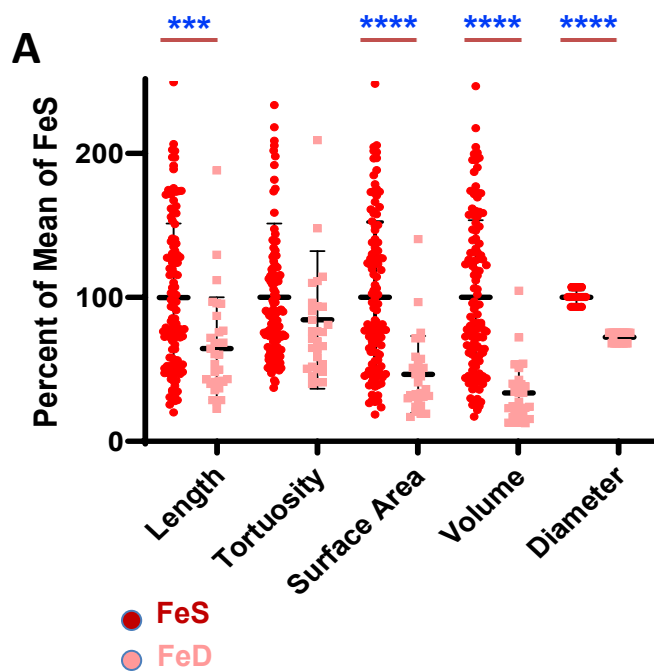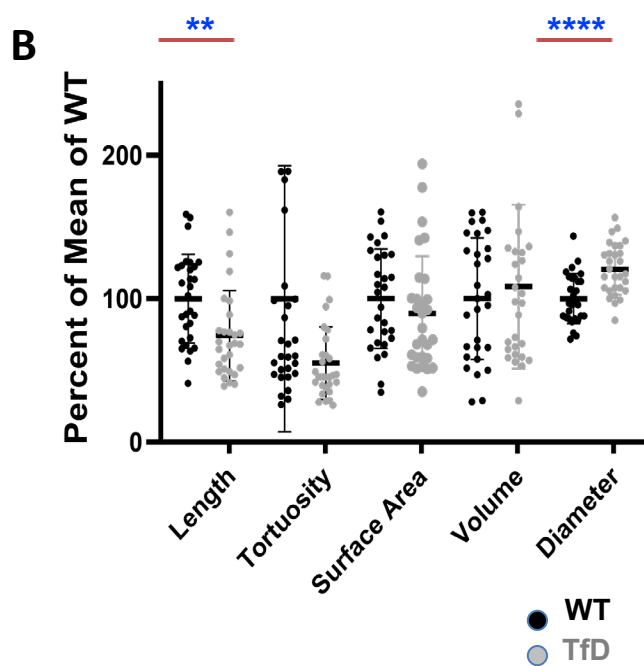

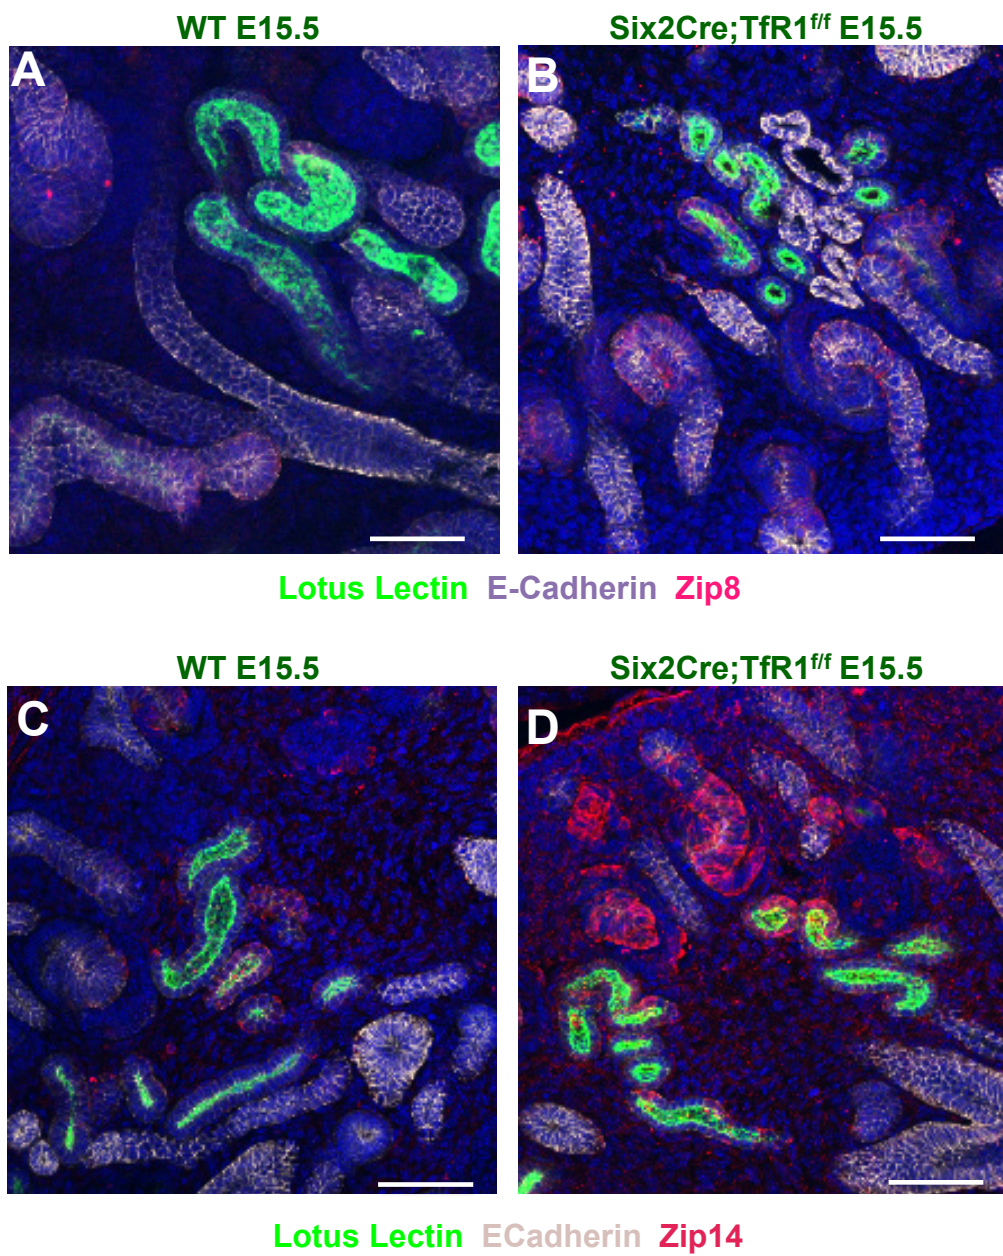

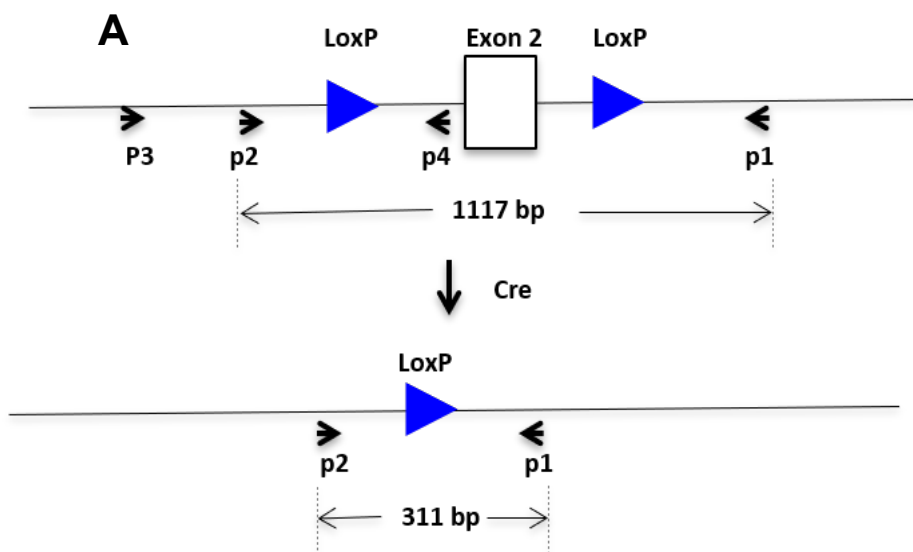

**B**

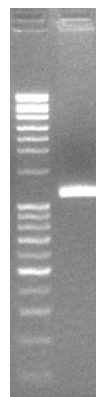

**C**

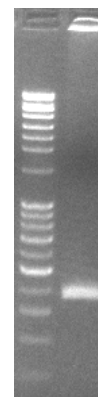

**P13 Six2Cre;TfR1<sup>fl/fl</sup>;Hif1α<sup>fl/fl</sup>**

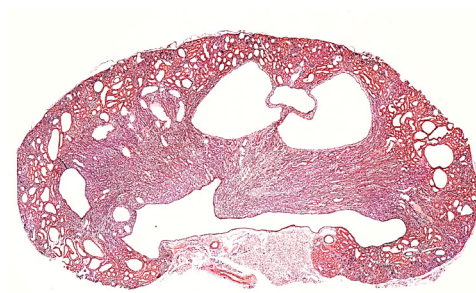

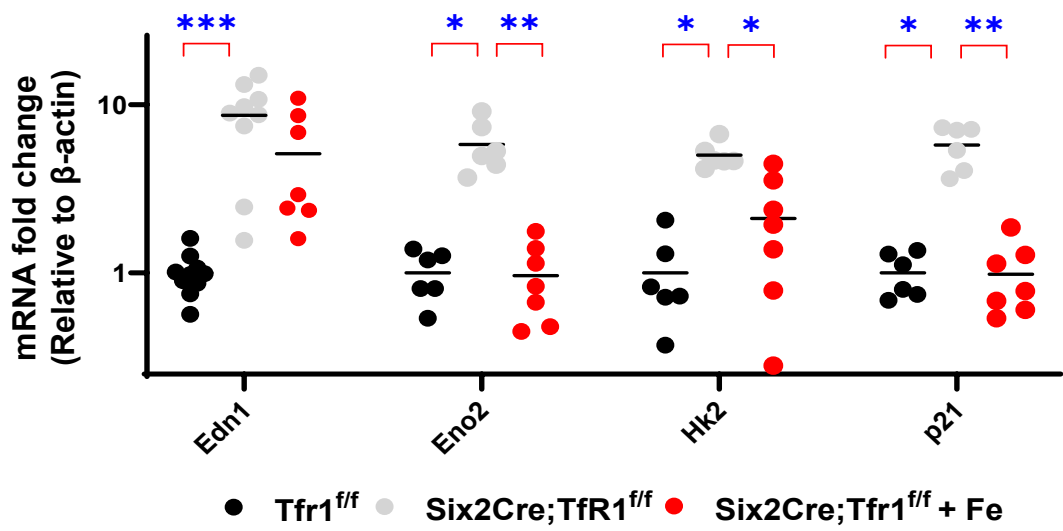

Supplement Figure 12

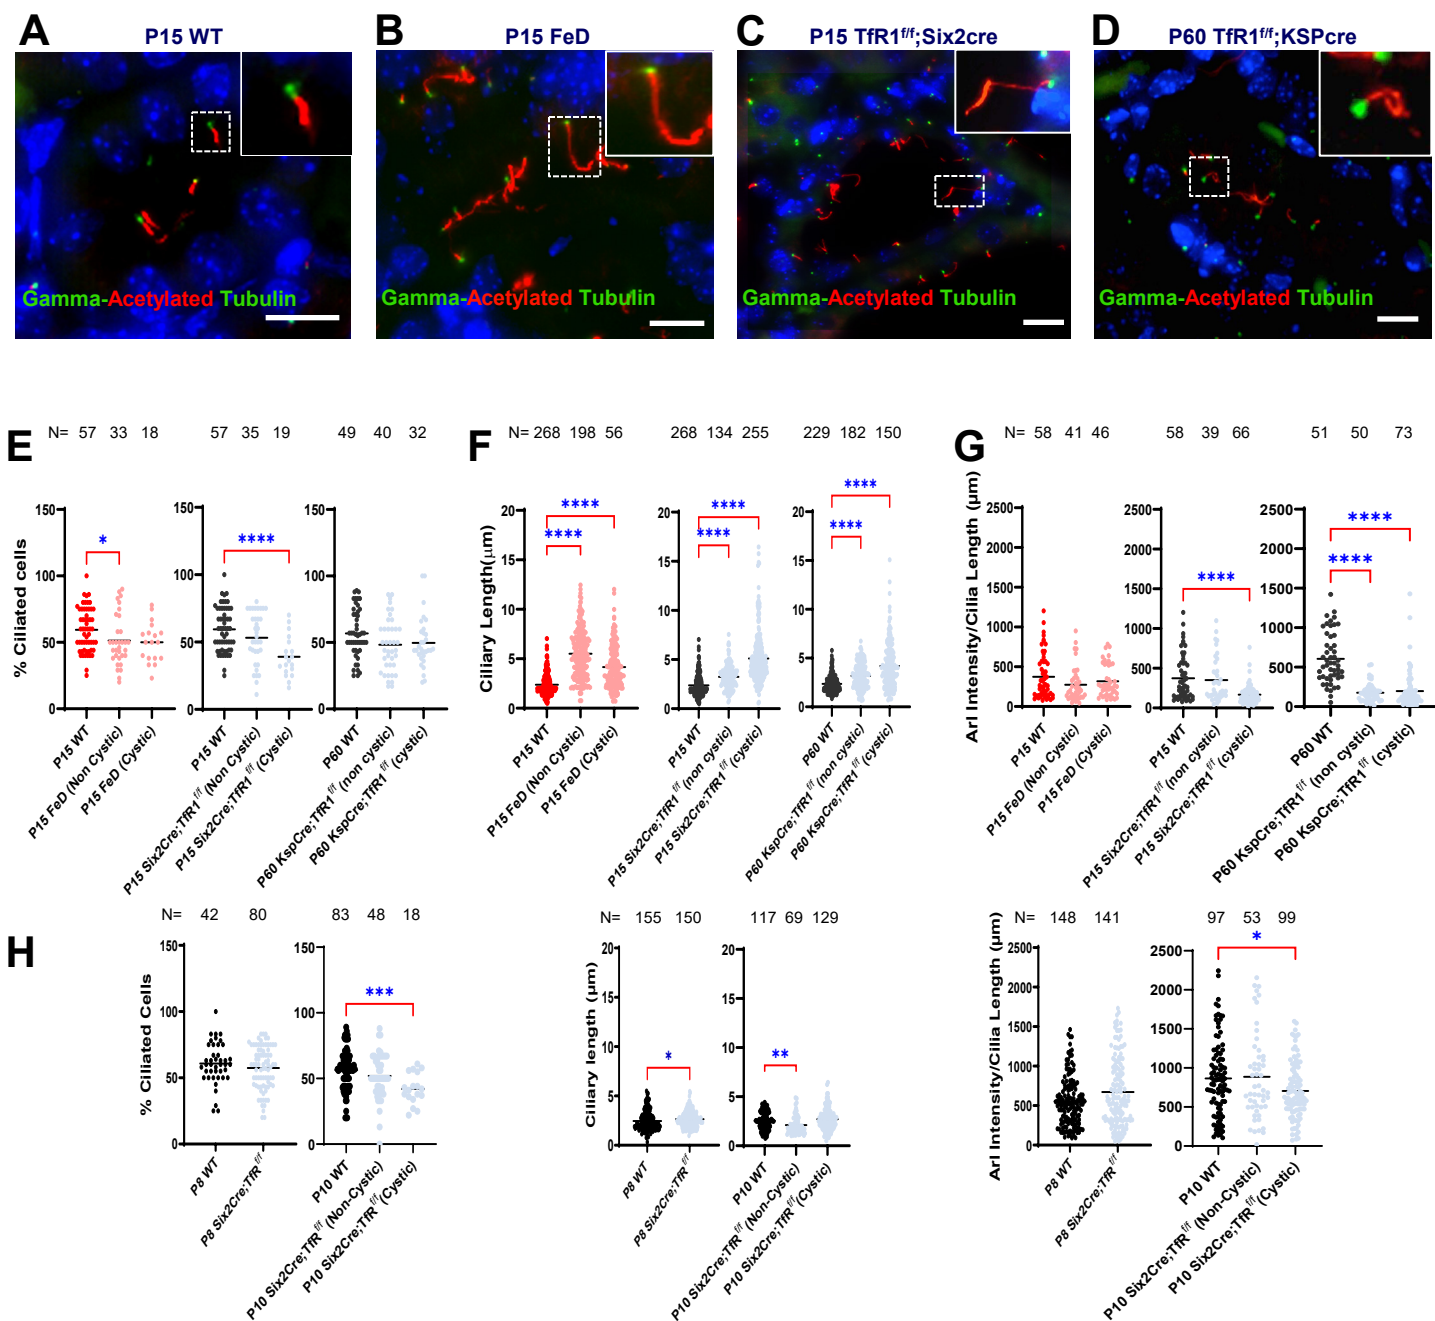

Supplement Figure 13

**A**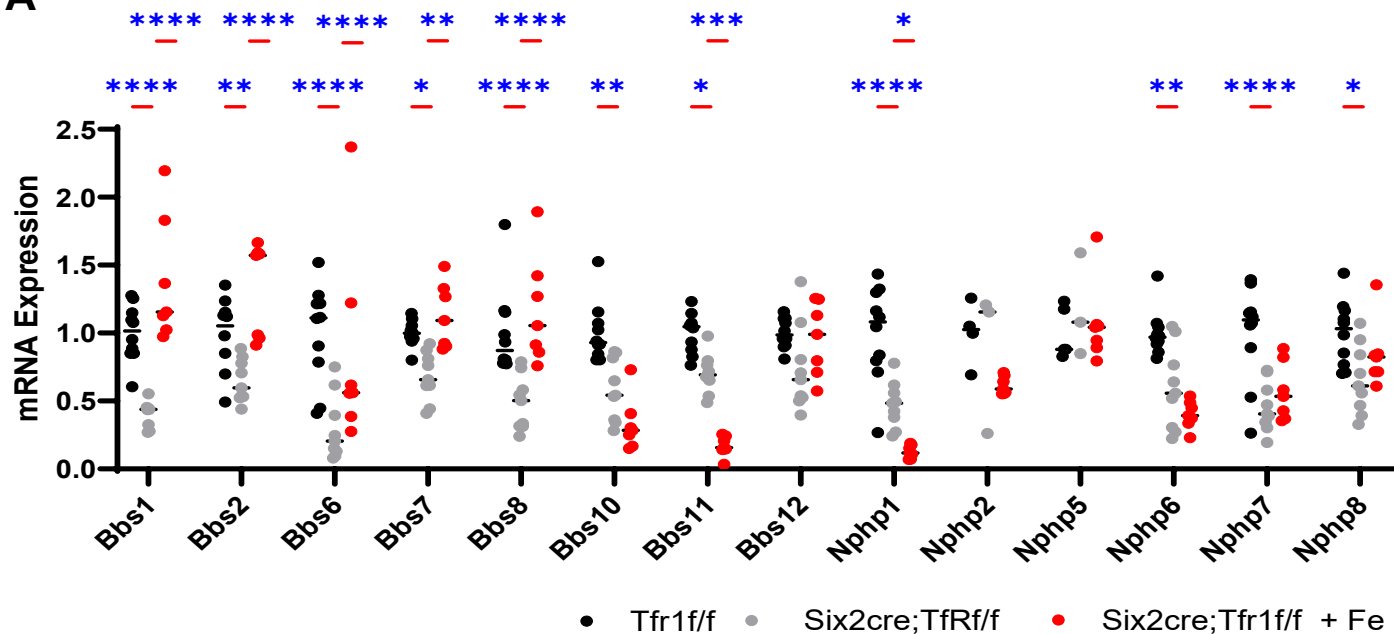**B**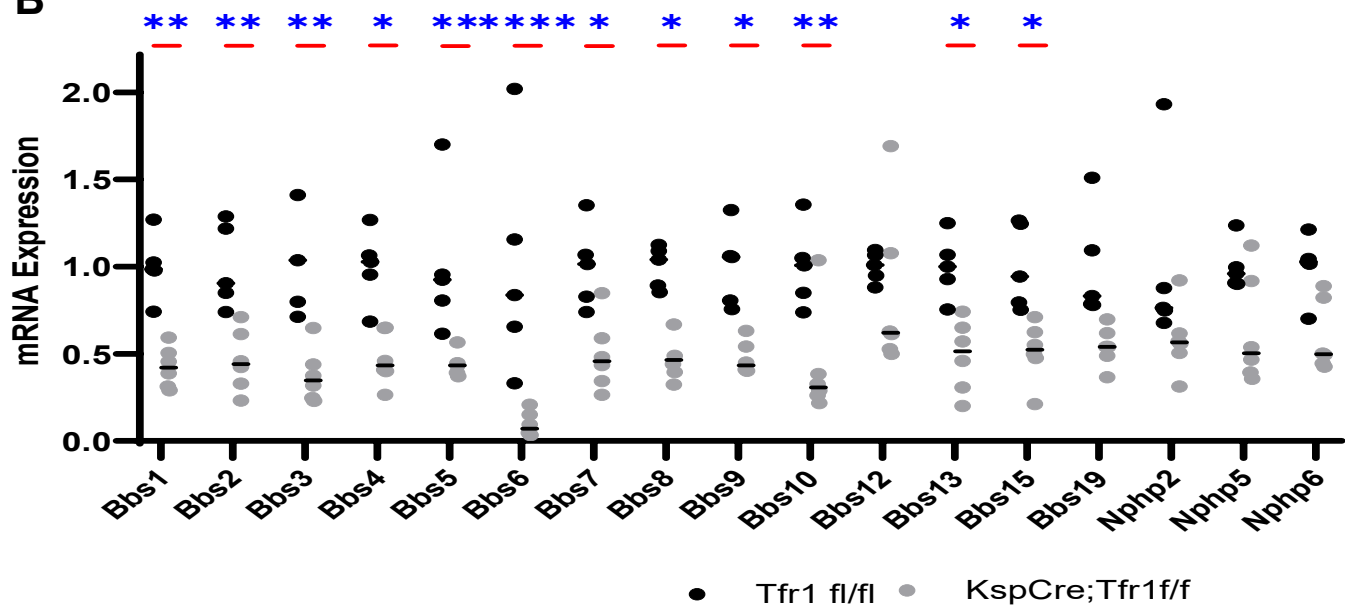**C**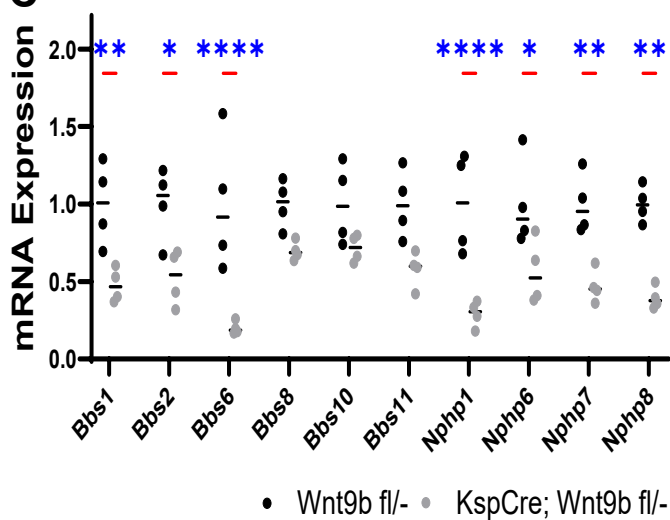**D**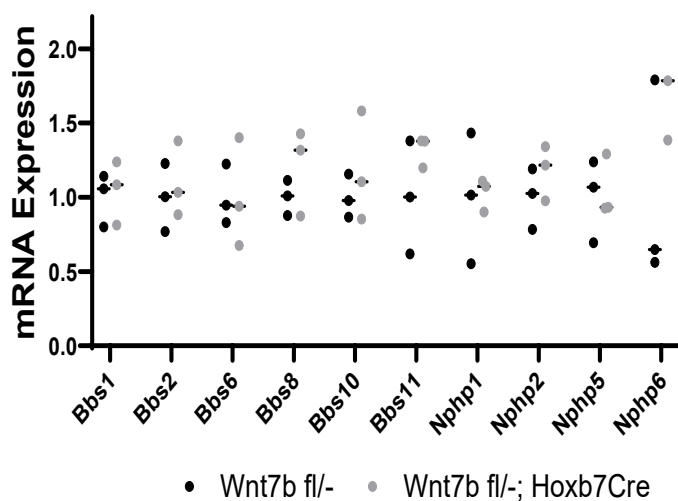

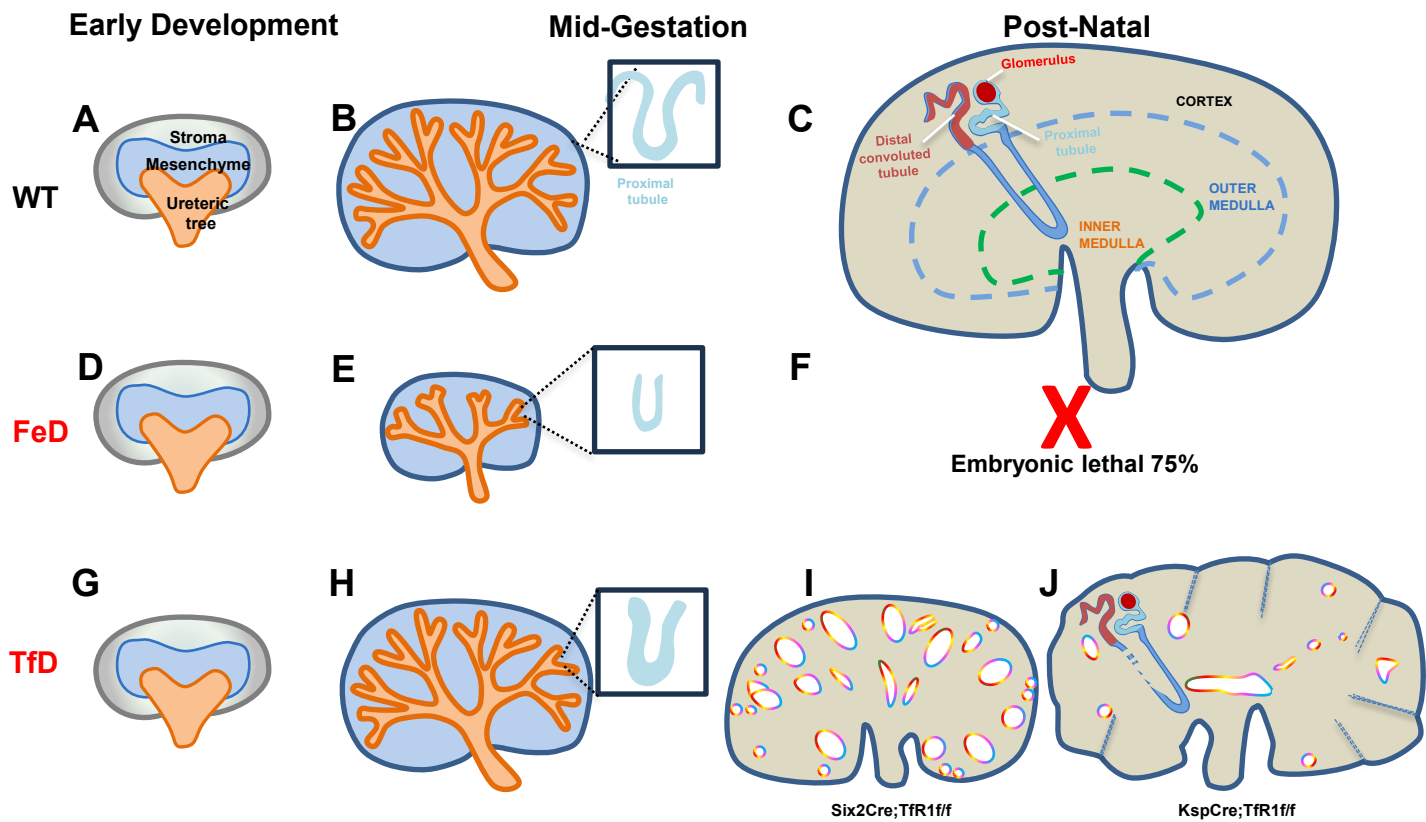

Supplement Figure 15

## Supplemental Figure Legends

**Supplemental Figure 1 Deletion of *TfR1* with the *Six2CreEGFP* driver (E15.5) did not block epithelial induction.** *TfR1* (red) was expressed throughout the cortex of the kidney. Deletion of *TfR1*: note ribbon of SIX2-GFP<sup>+</sup>, *TfR1*-null mesenchymal progenitors (yellow arrows), surrounding UB tips (blue arrows). Despite *TfR1* deletion mesenchymal progenitors produced E-Cadherin<sup>+</sup> C- and S- shaped epithelial nephrons (white arrows). In contrast to the knockout, wild type littermates demonstrated homogenous *TfR1* staining. Bar=50μm.

**Supplemental Figure 2 Deletion of *TfR1* with the *Hoxb7Cre* driver (E12.5) did not block growth of UB.** WT *TfR1* (red) was expressed throughout the ureteric bud but deletion of *TfR1* did not abolish morphogenesis of E-Cadherin<sup>+</sup> ureteric ducts (white arrows). Bar=100μm.

**Supplemental Figure 3 Generation of *TfR1* floxed mice.** (A) Exons 3 and 4 of *TfR1* were flanked with LoxP sites using BAC recombineering. (B) Identification of *TfR1*-floxed ES clones by PCR screening. (C) Confirmation of homologous targeting by Southern Blot. DNA was restricted with Nhe I. (D) Germline-transmitted F1 female mice were mated with male *Elia-Cre* mice to remove the neo<sup>r</sup> cassette and to generate *TfR1*<sup>fl/+</sup>.

**Supplemental Figure 4 *TfR1* deletion in Ureteric Bud and Stroma** (A) Deletion of *TfR1* in the ureteric bud (*Hoxb7Cre*; *TfR1*<sup>fl/fl</sup>) resulted in grossly normal kidneys at P8. One kidney demonstrated hypoplasia, and one demonstrated hydronephrosis, but most kidneys were grossly unaffected; n=20 kidneys. (B) Deletion of *TfR1* in stroma (*Foxd1Cre*; *TfR1*<sup>fl/fl</sup>) displayed grossly normal kidney development; n=8 kidneys.

**Supplemental Figure 5 Apoptosis in the corticomedullary junction and medulla at P13.** (A) *Six2CreEGFP*; *TfR1*<sup>fl/fl</sup> mice (B) *TfR1*<sup>fl/fl</sup> mice. TUNEL Stain<sup>+</sup>. Bars=200μm.

**Supplemental Figure 6. Gene regulation in TfD and FeD models.** (A) TfD and iron deficient FeD kidneys upregulate HIF1 as well as inflammatory and cellular immune responses. Upregulated pathways are listed in order of average q-value. Q-values are FDR corrected. Gene ratio represents the fraction of regulated genes ascribed to a given pathway. (B) Downregulated pathways were notable for membrane transporters and cell cycle components. Enrichments of gene expression was identified using DESEQ2 by comparison of our models of iron deficiency with littermate wild type controls. Regulated genes were inputted for enrichment analysis. n= 3 mice per model.

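HIF-1 signaling genes were listed by hand before the counts were examined, since the KEGG list itself was not used here. Of 94 tested genes of this list, 13 were upregulated at least 2-fold in FeD kidneys, against 4.08 expected among 15145 tested genes (odds ratio 3.59, one-sided Fisher's exact test, P = 0.00020, adjusted P = 0.00024 over the 7 sets tested for upregulation). The adjusted P was 0.040 under limma's camera test of all genes, the highest of the alternatives, and 7.3e-08 with a list of direct HIF targets in place of this list, the lowest. The upregulated genes included Angpt4, Camk2a, Camk2b, Cdkn1a, Edn1, Egln3, Eno2, Epo, Hk2, Ifngr1 and Il6ra. Downregulated at least 2-fold were 4 genes of the list, Angpt2, Egf, Igf1 and Nos2, against 5.35 expected. Apart from Cdkn1a, Edn1, Eno2, Epo, Hk2 and Ifngr1, these genes were named after their values were seen.

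Of 59 tested genes on the list of direct HIF targets, 15 were upregulated at least 2-fold and 2 were downregulated, Apln (log2 fold change -1.71) and Ak4 (log2 fold change -1.18), named after their values were seen. Without the fold threshold, 27 were higher and 10 lower at an adjusted P under 0.05. A panel of 9 HIF target genes, which includes Edn1, Eno2, Hk2 and Cdkn1a measured by the paper in TfD kidneys, had higher mean counts in FeD kidneys throughout, and 8 of the 9 passed the threshold for differential expression by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Epo (chromosome 5, 137923487 to 137974470) rose from 4.24 ± 0.348 to 57.5 ± 12.8 normalized counts (SD, n = 3), a log2 fold change of 3.73 (standard error 0.32, adjusted P = 9.9e-05, edgeR). Its annotated exons overlap those of Gnb2 over 5.98% of their bases. Cdkn1a (chromosome 17, 29227924 to 29237667) rose from 429 ± 38.0 to 3071 ± 475, a log2 fold change of 2.84 (standard error 0.12, adjusted P = 8.9e-06, edgeR). Edn1 (chromosome 13, 42396639 to 42403358) rose from 104 ± 12.7 to 397 ± 49.4, a log2 fold change of 1.93 (standard error 0.14, adjusted P = 5.3e-05, edgeR). The log2 fold changes of Eno2, Adm, Hk2, Slc2a3 and Slc16a3 were 1.74, 1.25, 1.20, 1.51 and 1.28. The call for Slc2a3 was lost when control kidney 2 or 3 was left out, and 15.6% of the exon bases of Slc16a3 overlap Csnk1d on the opposite strand. Slc2a1 rose by 0.35 and did not pass (adjusted P = 0.064, edgeR), but passed under 6 of 16 alternatives, with adjusted P values from 0.0046 to 0.20 over them (edgeR or DESeq2).

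**Figure D2:**
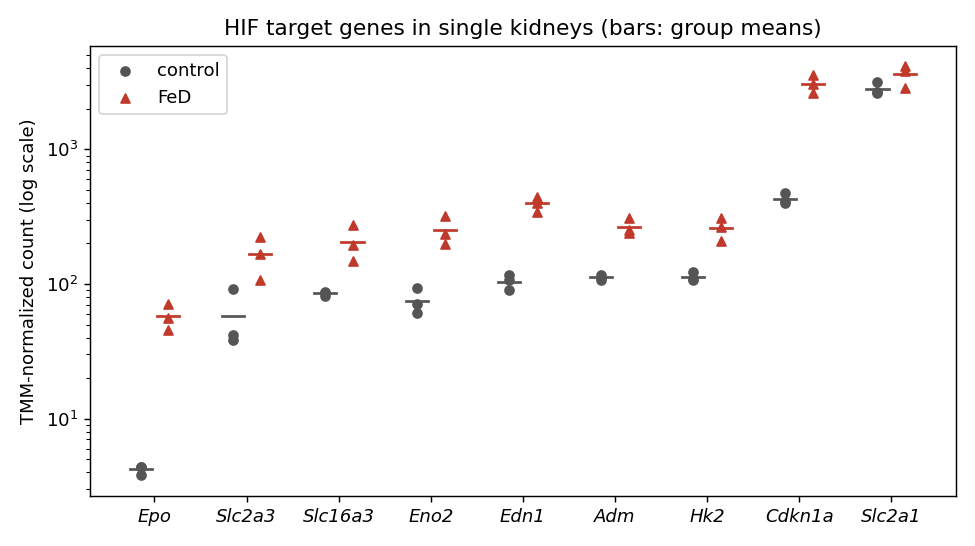
TMM-normalized counts (log scale) of 9 HIF target genes in each of 3 control and 3 FeD kidneys, with bars at the group means. The groups do not overlap in 8 of the genes; they overlap in Slc2a1.

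Of 45 tested genes on a hand-made list of inflammation genes, 9 were upregulated at least 2-fold against 1.95 expected (odds ratio 5.58, one-sided Fisher's exact test, adjusted P = 0.00016). They were Cd68, Cfi, Ctss, Cxcr4, Fcgr3, Il1b, Itgam, Lcn2 and Socs3; apart from Ctss, Cxcr4 and Lcn2, they were named after their values were seen. Downregulated at least 2-fold were 2 genes of the list, Cd74 and Vcam1, against 2.56 expected, both named after their values were seen. Without the fold threshold, 16 genes of the list were higher and 9 lower at an adjusted P under 0.05 (edgeR). Under camera the adjusted P of the list was 0.064. Ctss rose from 106.5 ± 14.0 to 307 ± 12.9 normalized counts (log2 fold change 1.53, adjusted P = 9.0e-05, edgeR). The Reactome set Immune System, which Supplemental Figure 6A marks as not significant for FeD, had 37 upregulated genes of 719 tested against 31.2 expected, which did not pass (odds ratio 1.21, one-sided Fisher's exact test, adjusted P = 0.16), and 41 of its genes were downregulated. With the fold threshold dropped, its adjusted P was 0.049. Within it, the complement gene C7 rose from 42.5 ± 7.31 to 310 ± 51.6 normalized counts (log2 fold change 2.87), while Cd74, named after its values were seen, fell from 1015 ± 212 to 424 ± 34.4 (log2 fold change -1.26). The other Reactome sets of that panel were over-represented among upregulated genes, with 13 of 42 cytochrome P450 genes (adjusted P = 9.6e-08, one-sided Fisher's exact test, and 0.055 under camera) and 7 of 13 genes of fatty acid oxidation by these enzymes (adjusted P = 6.7e-07, one-sided Fisher's exact test, and 0.015 under camera). The sets that contain these were Phase 1 functionalization of compounds, with 14 of 57 genes (adjusted P = 3.2e-07, one-sided Fisher's exact test, and 0.087 under camera), and biological oxidations, with 20 of 117 genes (adjusted P = 3.2e-07, one-sided Fisher's exact test, and 0.97 under camera). In biological oxidations 11 genes were downregulated. Cyp2j13 is counted in all of these sets, and Cyp21a1, counted among the 13, was high in FeD kidney 2 alone.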

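Among the 862 genes downregulated at least 2-fold in FeD kidneys, the Reactome set of SLC-mediated transmembrane transport had 21 of its 218 tested genes, against 12.4 expected (odds ratio 1.79, one-sided Fisher's exact test, adjusted P = 0.018 over the 15 sets tested for downregulation). The set also had 19 upregulated genes, against 9.46 expected (adjusted P = 0.023, one-sided Fisher's exact test). The adjusted P for downregulation moved most under limma's camera test of all genes, to 0.43. The narrower set of organic cation, anion and zwitterion transport had 7 of 11 genes downregulated and none upregulated (adjusted P = 2.5e-06, one-sided Fisher's exact test). Slc22a7 (chromosome 17, 46569134 to 46575426) fell from 472 ± 15.5 to 29.2 ± 9.10 normalized counts (SD, n = 3), a log2 fold change of -3.97 (standard error 0.18, adjusted P = 8.9e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Slc13a3 (chromosome 2, 165230528 to 165298730) fell from 10639 ± 473 to 2425 ± 256, a log2 fold change of -2.13 (standard error 0.09, adjusted P = 8.9e-06, edgeR). The proximal phosphate transporter Slc34a1 fell from 71821 ± 3243 to 15383 ± 2192 (log2 fold change -2.22; 5.45% of its exon bases overlap Pfn3 on the opposite strand), and the distal sodium chloride cotransporter Slc12a3 fell from 22973 ± 2774 to 7788 ± 1711 (log2 fold change -1.56). The collecting duct water channel Aqp2 rose, with a log2 fold change of 1.13 (adjusted P = 0.0093, edgeR).

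The Reactome Cell Cycle set had 40 of 446 tested genes downregulated, against 25.4 expected (odds ratio 1.66, one-sided Fisher's exact test, adjusted P = 0.0044). In the same set 5 genes were upregulated, namely Cdkn1a, Lpin1, Nek6, Rbbp7 and Rps27. Apart from Cdkn1a and Rbbp7, these upregulated genes were named after their values were seen. The adjusted P rose to 0.15 when each gene was tested by edgeR against a fold change of 2, and to 0.27 under camera. In the smaller set Mitotic Prometaphase, 22 of 97 genes were downregulated against 5.52 expected (odds ratio 4.96, one-sided Fisher's exact test, adjusted P = 1.4e-07). Top2a (chromosome 11, 98854257 to 98885503) fell from 540 ± 40.8 to 141 ± 13.4 normalized counts, a log2 fold change of -1.94 (standard error 0.11, adjusted P = 2.0e-05, edgeR). Cenpf and Ccnb2 had log2 fold changes of -2.09 and -1.95. In each of these 3 genes, every FeD kidney was below every control kidney.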

**Supplemental Figure 7.** Deletion of *TfR1* in the nephron resulted in cystic hypodysplasia after birth. (A). Proximal Tubule- Megalin; (B). TALH- Uromodulin (C). Distal convoluted tubule- *NCC/Slc12a3*. (D). Connecting Tubule- Collecting Duct- AQP2. Bars=50μm

**Supplemental Figure 8.** Defective growth of the TALH. (A) Wild type. (B) *Six2CreEGFP*; *TfR1*<sup>fl/fl</sup> and (C) *KspCre*; *TfR1*<sup>fl/fl</sup> abolish the Limb of Henle (Uromodulin<sup>+</sup> and NKCC2<sup>+</sup>/Slc12a1). Bars=100μm.

**Supplement Figure 9. Proximal Tubule growth defects, comparison of FeD and TfD:** (A) FeD severely restricted the growth of Proximal Tubules (length, diameter, volume, surface area, and tortuosity). 118 wild type and 29 TfD Proximal Tubules were measured in 5 mice each. Data from Supplemental Figure 10Q. (B) TfD demonstrated less severe effect. Linear growth of Proximal Tubules was suppressed, whereas volume, surface area and tortuosity were unchanged and circumferential growth enhanced in 29 TfD (7 mice) compared with 31 wild type (8 mice) tubules. Data from Figure 1H. A, B. Two tailed Mann-Whitney Test;

Bonferroni corrected for multiple testing. Data are displayed as the percentage of means of wild type kidneys  $\pm$  Std. \*\* $p < 0.01$ ; \*\*\*\* $p < 0.0001$ .

**Supplement Figure 10 NTBI Transporters are upregulated by in TfD. (A, B).** ZIP8 expression is increased in UB and Proximal Tubule; (C, D). ZIP14 expression is increased in S-shaped bodies and Proximal Tubules. A-D Bars=100 $\mu$ m.

**Supplement Figure 11 Conditional deletion of *Hif1* exon 2 by *Six2Cre*;*Hif1*<sup>ff</sup> (A)** The location of the loxp site in the intron 1 was confirmed by Sanger sequencing of DNA from *HIF1*<sup>ff</sup> mice, and primer pairs flanking floxed-exon2 were identified. (B) Primer pair p1-p2 amplified a 1117bp fragment of DNA from *HIF1*<sup>ff</sup> kidney cortex (C) and a 311bp fragment from *Six2Cre*;*HIF1*<sup>ff</sup> cortex. (D). Deletion of both *HIF1* $\alpha$  and *Tfr1* did not mitigate TfD cystogenesis at P13, n=3 mice.

How the deposited data were processed for this re-analysis (not part of the article)

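RNA was sequenced from kidneys of 3 wild type pups of dams on an iron-deficient diet (FeD, 2 to 6 ppm iron) and of 3 wild type pups of dams on an iron-sufficient diet (control, 220 ppm iron), all labelled as postnatal day 15. The paper's other RNA-seq models were not analysed here. The authors isolated total RNA, selected polyadenylated RNA, prepared TruSeq libraries, and sequenced single-end reads of 100 bases. The authors then trimmed adaptors and low-quality ends, aligned the reads to mm9 with TopHat, kept uniquely mapped reads and deposited the raw count of reads per gene and kidney from HTSeq, without normalization and without pooling of replicates. The paper's text does not name the gene annotation, the counting mode or the strand setting. Genes with near-identical copies can therefore be undercounted, and genes that overlap on opposite strands can hold reads of each other.

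The condition and replicate number of each kidney came from the sample labels. They were checked against the paper's methods and the legend of Supplemental Figure 6. The legend calls the wild type controls littermates, which pups of differently fed dams cannot be. Neither the labels nor the paper's text give the number of litters, so differences between litters could not be told apart from the diet. The tables of the deposited counts held no other columns of samples. Replicate numbers 1 to 3 occur in both groups, and this pairing comes from the labels alone; kidneys with the same number are different animals from differently fed dams, so the comparison was made without it and with it as an alternative. Raw count totals ranged from 16189041 to 20374327 in control kidneys and from 13732173 to 20853293 in FeD kidneys. A floor of 3 counts, between 0.144 and 0.219 CPM, was taken as the smallest signal each library can show. The reads carry no molecular identifiers, so this floor covers counting error only.

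The deposited counts of 24422 genes were analysed in R 4.3.3 with edgeR 4.0.16. Genes with low counts were removed with filterByExpr, which left 15145 genes, library sizes were normalized by TMM, and groups were compared by the quasi-likelihood test (glmQLFit and glmQLFTest) with Benjamini-Hochberg adjustment. A gene was called differentially expressed at an adjusted P under 0.05 and a log2 fold change of at least 1 in either direction. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Gene sets were tested by the one-sided Fisher's exact test among called genes against all tested genes, with Benjamini-Hochberg adjustment over the sets tested in the same direction. The Reactome sets were the mouse sets in the fgsea 1.28.0 package that Supplemental Figure 6 names; lists for HIF-1 signaling and inflammation were compiled by hand. Sets of that figure from KEGG and the Reactome set of mitotic M-M/G1 phases were not used here. Entrez identifiers for the sets were matched to 24306 symbols through a table of the GRCm38.p6 assembly, used for names only. Positions and exon lengths came from the NCBIM37 (mm9) annotation of GENCODE, in which 20654 symbols matched a single gene; 90.8% of the tested genes had an exon length. Overlap of exons was computed from the same annotation. Reads shared with copies were assessed as the share of windows of 100 bases in a gene's transcripts that recur in another protein-coding gene; copies outside protein-coding transcripts were not assessed.

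The procedure was tested on simulated counts drawn from the means and library sizes of the 6 kidneys. In them, 200 genes above a minimum mean count were changed by a log2 fold change of 2, up or down. Every simulated gene had the same coefficient of variation between kidneys, 0.128, whereas real genes differ in their spread. The simulation therefore checks the procedure and does not give its error rate in these kidneys. The edgeR test recovered 200 of the 200 genes and made 1 false call among 14842 unchanged genes (15042 genes tested). The median log2 fold change of the raised genes was 1.97. DESeq2 1.42.0 recovered 200 with 0 false calls among 14945 unchanged genes (15145 genes tested).

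Alternatives were DESeq2's size factors or library size alone in place of TMM, no filter on low counts or at least 10 counts in every sample, DESeq2 with plain or shrunken fold changes (DESeq2 is the tool the paper names), the replicate number as a block, a correction for gene length, both together, globin and mitochondrial genes left out, edgeR's test against a fold change of 2, no fold threshold, limma 3.58.1's camera test for gene sets, a list of direct HIF targets, and each kidney left out in turn. Genes are named in the text by a rule set before the counts were examined: every gene the paper names for the RNA-seq; the HIF target panel and the cyst, BBSome, iron and segment lists; the 5 genes with the largest log2 fold change in each direction among called genes with a mean of at least 50 normalized counts and no overlap between groups; the 3 genes with the smallest adjusted P of each reported set; and marker genes of blood, sex and other tissues. Genes named outside this rule are marked as chosen after their values were seen. The paper states that male and female offspring were used equally, but neither its text nor the labels give the sex of each pup sequenced, so sex was not modelled. It could have been inferred from Xist and Y-linked genes, but no such fit was made. Results for some genes of the lists, and 1 test that used such a gene, are not reported here.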

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

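All tests described in this part were chosen only after the results were seen.

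FeD kidney 2 held transcripts of the adrenal gland, a signal in genes the paper does not discuss and above the level in every control kidney. Marker genes of steroid synthesis stood there at 133 CPM for Cyp11b1, 205 for Star, 193 for Cyp21a1 and 1.53 for Cyp11b2, and markers of the medulla at 80.3 for Th, 83.2 for Dbh, 12.7 for Pnmt and 125 for Chga. The highest value of any other kidney was 0.288 for Cyp11b1, 10.5 for Star, 0.815 for Cyp21a1, 0.218 for Th, 0.449 for Dbh, 0.0618 for Pnmt and 0.765 for Chga, and Cyp11b2 was listed at 0 in all of them. A candidate explanation for FeD kidney 2 is adrenal tissue in 1 FeD kidney, taken along at dissection. Of 11 listed markers, 7 were at least 10 times higher in FeD kidney 2 than in any other kidney, or than 3 counts where the others were lower. Cyp11b2 was at least 8.25 times higher, and Cyp11a1, Hsd3b1 and Nr5a1 were 7.94, 3.38 and 2.65 times higher. Those ratios are small because control kidney 1 held part of the signal, with 56.4 CPM of Hsd3b1, 6.99 of Cyp11a1 and 6.99 of Nr5a1, where the 4 remaining kidneys had at most 1.12, 0.280 and 0.0982. The other 8 markers were not raised in control kidney 1, with Cyp11b1 at 0, Cyp21a1 at 0.273 CPM and the medulla markers at no more than 0.765 CPM. The source of these transcripts in control kidney 1 was not tested. The limit of 10 times was also set after the values were seen, and the count restates the pattern that prompted the explanation, so it does not bear on whether the source was adrenal tissue, which remains a hypothesis. No biological explanation from the diet was tested, and the other FeD kidneys did not show the signal. The log2 fold change of Star was 3.16 over all kidneys and 0.33 without FeD replicate 2, and that of Cyp21a1 was 7.28 and 0.56. Without FeD replicate 2, 646 genes were higher and 944 lower in FeD kidneys, and 1360 of the 1519 genes called over all kidneys were among them, so FeD kidney 2 does not account for most calls.

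Cyp2j13, Grem1 and Rbp2 were found in every FeD kidney and nearly absent from every control kidney, and the paper does not discuss them. Rbp2 was chosen after its values were seen. Mean normalized counts in FeD kidneys were 607.3 for Cyp2j13, 394.1 for Grem1 and 89.92 for Rbp2, and no control kidney had more than 3 raw counts of any of them. By these means the 3 genes were at least 206-fold, 133-fold and 30.4-fold higher in FeD kidneys, where Grem1 ranged from 157.1 to 743.2 normalized counts. Ifitm7, also chosen after its values were seen, was the reverse, with 0 counts in every FeD kidney, and was at least 24.7-fold lower. These 4 genes were all that had at most 3 counts in every kidney of 1 group and at least 50 normalized counts in every kidney of the other. A strain difference between the groups could give such genes. The labels name the same inbred strain for both groups, and the 4 genes lie on chromosomes 4, 2, 9 and 16 with 0 pairs within 1 Mb, but the counts hold no sequence variants, so this explanation cannot be told apart from an effect of the diet. Reads shared with other genes were assessed for Cyp2j13 and Grem1, where 0% of the windows of 100 bases recur in another protein-coding gene. BC002163, an annotated pseudogene, was also nearly absent from FeD kidneys. A difference in alignment to retrocopies between the groups would shift pseudogenes as a class; of 48 tested pseudogenes 1 was higher and 3 were lower past the threshold, against 4.81 expected (2-sided Fisher's exact test, P = 1). Whether the diet acts on these genes remains a hypothesis.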

How the results depend on the processing

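All alternatives were chosen before the data were examined. For 9 results that compare FeD with control kidneys, 163 alternatives were run; 142 kept the direction and the side of the threshold, or for numbers of genes stayed within 1.5 times, 5 lost the threshold, 1 gained it, 2 reversed and 13 moved a number of genes by more than 1.5 times. Leaving out globin and mitochondrial genes removed none of the tested genes, with 0 of the 12 such genes tested, and so could not move any result.

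The numbers of upregulated and downregulated genes, 657 and 862, fell to 225 and 286 under edgeR's test against a fold of 2, rose to 3397 and 3527 at an adjusted p under 0.05 with no fold threshold, and ranged from 595 to 804 and from 813 to 944 with each kidney left out in turn. The number of genes with an adjusted P under 0.001, 1613, was 3621 with DESeq2 and 3631 with DESeq2's shrunken fold changes, 909 with the replicate block and 993 with the block and the gene length correction, and ranged from 234 to 2376 with each kidney left out. The cause was not tested. Among 36 cyst-associated genes 0 passed under every alternative except that with no fold threshold, where 12 passed; 16 had an unadjusted P under 0.05 in the comparison as reported. The log2 fold change of Ndrg1 stayed between 0.62 and 0.78 with an adjusted P no higher than 0.011 from edgeR's quasi-likelihood test or DESeq2 with Benjamini-Hochberg adjustment.

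The HIF-1 signaling list kept its side under all 20 alternatives, with adjusted P values from 7.3e-08 to 0.040 by Fisher's exact test or camera. For Reactome Immune System the adjusted P of 0.16 ranged from 0.049 to 0.84; the set had fewer upregulated genes than expected under the test against a fold of 2 (0.84) and without control replicate 1 (0.53, in a range from 0.107 with each kidney left out), and passed with no fold threshold (0.049). Reactome Cell Cycle, at 0.0044, ranged from 0.00023 to 0.27; it lost the threshold under the test against a fold of 2 (0.15), with no fold threshold (0.082) and under camera (0.27), and ranged from 0.0043 to 0.062 with each kidney left out. SLC-mediated transport, at 0.018, ranged from 0.0011 to 0.43 and lost the threshold under camera (0.43). Camera asks whether the whole set shifts against all other genes, and Fisher's exact test whether called genes are over-represented. The cause of the other changes was not tested.

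Same-numbered kidneys did not deviate together: the mean correlation of their deviations from the group means over genes was -0.066, within the range of all 9 pairs across groups (-0.16 to 0.17). With the replicate block, 655 genes were higher and 879 lower, and the adjusted P from Fisher's exact test was 0.00023 for HIF-1 signaling genes among higher genes, 0.155 for Reactome Immune System among higher genes, 0.00621 for Reactome Cell Cycle among lower genes and 0.0112 for Reactome SLC-mediated transmembrane transport among lower genes, each on the same side of the threshold as without the block.

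The 75 results for single genes were judged by direction and adjusted P alone, without the fold threshold. Over 1181 alternatives, 1118 stayed on their side of an adjusted P of 0.05, 34 lost that limit, 17 gained it and 12 reversed. In all, 19 genes were involved. A drop below a 2-fold change was not counted. The Aqp2 log2 fold change, 1.13, fell to 0.938 at the lowest with each kidney left out in turn. Some reversals were of changes near 0. The Pkd2 log2 fold change, 0.03, was -0.0895 with the gene length correction and -0.0932 with the correction and the block, and ranged from -0.0687 (without FeD replicate 3) to 0.115 (without FeD replicate 2) with each kidney left out. The G6pc log2 fold change, 0.0018, was -0.0093 with no filter on low counts, -0.126 with the replicate block and -0.0348 with the block and the gene length correction, and ranged from -0.389 (without FeD replicate 2) to 0.331 (without FeD replicate 3). The others were of genes high in FeD kidney 2 alone: without it and without FeD replicate 3, the lowest and highest with each kidney left out, the Dlk1 log2 fold change was -0.352 and 2.80, the Meg3 log2 fold change -0.214 and 1.73, and the Rian log2 fold change -0.428 and 1.36. Depth limits genes of few counts: a gene under 3 counts, up to 0.219 CPM, was not told apart from absence, and a fold change against such a group is a lower bound.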

Differences from the paper's values

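None of the tests in this part was chosen after the results were seen. For genes with an adjusted P under 0.001 in FeD kidneys, the paper's value is 283 and the value found here is 1613, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 2 values have different bases, since the paper's number is given for many of the genes that change in the second postnatal week, and 1613 is out of all 15145 tested genes. Of the alternatives set before the data were examined, those without control replicate 1 (305), without control replicate 2 (234) and without control replicate 3 (272) came within 1.5 times of the paper's value. The others did not: DESeq2's size factors gave 1614, library size only 1602, no filter on low counts 1600, at least 10 counts in every sample 1640, DESeq2 3621, DESeq2 with shrunken fold changes 3631, the replicate block 909, the gene length correction 1649, both together 993, and leaving out globin and mitochondrial genes 1613, while the fits without FeD replicate 1, 2 and 3 gave 651, 1124 and 2376.

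The paper states that FeD did not modulate cyst-associated genes, including Tsc and Pkd1. At an adjusted P under 0.05 with no fold threshold, 12 of 36 listed genes changed here, among them Tsc1 (log2 fold change 0.64), Pkd1 (0.36) and Tsc2 (-0.29), and 0 changed 2-fold. The same limit was passed by 45.7% of all tested genes, so the 12 genes are no excess over other genes.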

Other observations

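The tests of splits, sex, fat, blood, library depth and gene length were chosen before the results were seen, and the tests of glucocorticoids, imprinted genes and the tricarboxylic acid cycle only after.

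The 6 kidneys can be split into 3 and 3 in 10 ways. Only 4 of these splits, the real split included, part all same-numbered kidneys as the real one does; the other 6 part only 1 same-numbered pair. The real split gave 1519 genes past the threshold, and 1 of the 4 splits gave as many. The other 3 gave 0 to 5 genes; the 5 genes, Xist, Ddx3y, Eif2s3y, Kdm5d and Uty, came from the split that puts control kidneys 1 and 2 with FeD kidney 3, the kidneys with high Xist. The 6 splits that part fewer pairs gave 0. At an unadjusted P under 0.05 and a 2-fold change, the 9 other splits gave 21 to 89 genes, against 1591 for the real split. The count of genes with an adjusted P under 0.001 was as large in 1 of the 4 splits, the real one. With so few splits the share cannot fall under 0.05, so this does not rule out grouping by chance. The P values of HIF-1 signaling, Immune System, Cell Cycle and SLC-mediated transport were also as small in 1 of the 4 splits only, but every other split had too few genes past the threshold to give a P other than 1, so this comparison shows nothing about the sets.

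Explanations other than the diet were tested for the 1519 genes. The paper states that male and female offspring were used equally, and sex of the pups is not given for each kidney. The genes that mark it varied within both groups without separating them, though not in equal numbers of kidneys: Xist had 15410, 14238 and 41.8 normalized counts in control kidneys and 28.0, 48.0 and 16079 in FeD kidneys, and 0 of 5 Xist and Y-linked genes were without overlap between the groups; 0 of the 5 had an unadjusted P under 0.05. These checks look for a separation of the groups by sex, and the unequal numbers were not adjusted for. Library depth differed little, with a ratio of the median totals, control over FeD, of 1.03 and overlapping totals. Under the gene length correction the numbers of genes changed by at most 1.05 times. Blood in the kidneys could not be assessed from globin and mitochondrial genes, as 0 of them were among the tested genes. Among genes of red cell precursors, Alas2 overlapped between the groups, with a lower mean in FeD kidneys (528 normalized counts in control and 235 in FeD kidneys). Slc4a1, another red cell gene, which collecting duct cells also use, was lower without overlap (log2 fold change -1.42), so a smaller share of red cell RNA in FeD kidneys is not ruled out.

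Most fat markers were lower in FeD kidneys. Of 10 listed genes 9 did not overlap between the groups, 8 of them lower and 1, Fabp4, higher (log2 fold change 0.58). Chance gives 10%, but 58.1% of all tested genes did not overlap, so this count alone hardly sets the list apart. Past the threshold were 6 genes, all lower, among them Plin1 (log2 fold change -2.42) and Ucp1 (-2.74). The median of the list was also negative under DESeq2's size factors (-1.78) and under library size only (-1.79). This is what adrenal or fat tissue in the dissected kidneys would give if less fat was attached to FeD kidneys, and it may also reflect smaller fat stores of the pups; the data do not separate these. The 6 genes were 0.696% of the 862 downregulated genes. Only 10 markers were listed, so this share cannot show how many of the falls came from fat.

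Glucocorticoid-inducible genes were higher in FeD kidneys, a pattern first noticed in Fkbp5 (log2 fold change 2.42), Zbtb16 (4.24) and Hif3a (3.72), chosen after their values were seen. A list of 25 other such genes, made without Fkbp5, Zbtb16 and Hif3a, had 11 of 24 tested genes past the threshold against 1.04 expected (one-sided Fisher's exact test, P = 1.4e-09). Tsc22d3 (1.32) and Per1 (1.08), named after their values were seen, were among the 11 genes. So was Pdk4, a called gene of a set tested earlier, so the list was not independent of results already seen. The median log2 fold change of the list was 0.90, and it was 0.91 under DESeq2's size factors and 0.90 under library size only. Adrenal tissue in 1 FeD kidney, if present, did not account for it, since the 11 genes were also called without FeD replicate 2. A candidate explanation is glucocorticoid exposure of the FeD pups, as a hypothesis found and tested on the same data; fasting and other states that induce the same genes were not tested, and no hormone was measured in these samples.

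Peg3, chosen after its values were seen, rose from 1106 ± 49.5 to 9821 ± 1900 normalized counts (SD, n = 3; log2 fold change 3.15). Less mature kidneys in FeD pups might show this with other imprinted growth genes, but 0 of 15 other listed imprinted genes were past the threshold (one-sided Fisher's exact test, P = 1; 0.651 expected), and 1, Peg10, was at least 2-fold higher at an unadjusted P under 0.05. Peg10, Dlk1, Meg3 and Rian, named after their values were seen, were high in FeD kidney 2 alone, the kidney with the adrenal markers, at 937, 930, 2803 and 580 normalized counts, against at most 97.8, 87.2, 552 and 170 in any other kidney. The log2 fold change of Peg10 was 2.46 over all kidneys and 0.0092 without FeD replicate 2. At an adjusted P under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and no fold threshold, 5 were higher and 2 lower.

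The Reactome set of the tricarboxylic acid cycle and respiratory electron transport, which Supplemental Figure 6B marks as not significant for FeD, shifted down by less than the fold threshold. Of 120 tested genes 110 had a negative log2 fold change, with a median of -0.56 (-0.55 under DESeq2's size factors and -0.56 under library size only), and 97 were lower and 6 higher at an adjusted P under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Past the threshold, 4 were lower, Atp5g1, Atp5k, Ndufb2 and Ucp1, against 6.83 expected (one-sided Fisher's exact test, adjusted P = 0.92), and 3 were higher, Pdk4, Pdp1 and Slc16a3, against 5.21 expected (one-sided Fisher's exact test, adjusted P = 1). Apart from Atp5k, Slc16a3 and Ucp1, of which Ucp1 is also a fat marker, these were named after their values were seen. By camera the adjusted P was 1.4e-16. Gene length bias was assessed because the set's exons are short: the median under the gene length correction was -0.43, and ribosomal protein genes, shorter still, rose with a median of 0.50 over 76 genes. Loss of proximal tubule mass in FeD could lower the set; its median minus that of the proximal tubule marker list, -0.52, was -0.0389. The 9 genes of that list ranged from -4.89 for Slc5a2 to 0.18 for Slc5a12, and 8 of them were lower at an adjusted P under 0.05 (edgeR). Pck1 (0.12) and G6pc (0.0018), which proximal tubule cells also use and which were named after their values were seen, were not lower (adjusted P 0.54 and 0.997, edgeR). An equal loss of all transcripts of these cells would lower each gene alike. But Pck1 and G6pc are also on the list of glucocorticoid-inducible genes, so induction could offset a loss, which was not tested. The medians therefore do not settle whether fewer proximal tubule cells account for the shift.

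The paper reports lower BBSome expression for TfR1 deletion, not for FeD. In FeD kidneys, 0 of 18 tested BBSome and related genes changed 2-fold, and 9 had an unadjusted P under 0.05. All 9 also had an adjusted P under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment: Mks1 was higher (0.35), and Bbs1, Mkks, Ttc8, Bbs10, Trim32, Bbs12, Wdpcp and Ift27 were lower, from -0.32 for Trim32 to -0.72 for Wdpcp. An adjusted P under 0.05 was reached by 45.7% of all tested genes, so these 9 genes hardly set the list apart. Bbs2 (0.12, adjusted P = 0.30, edgeR) and Bbs7 (-0.21, adjusted P = 0.29, edgeR), which the paper names for TfR1 deletion, did not pass. Bbs7 passed under 1 of 16 alternatives. The call for Ttc8 was lost under 13 of 16 alternatives, with adjusted P values from 0.040 to 0.17 over them (edgeR or DESeq2). The paper proposes a role for lower kidney Epo in TfR1 deletion; in FeD kidneys Epo was higher, with a log2 fold change of 3.73.

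Of the iron genes, Tfrc, the gene of TfR1, fell from 6449 ± 528 to 4669 ± 198 normalized counts (SD, n = 3; log2 fold change -0.47, adjusted P = 0.0021, edgeR). Steap3 had a log2 fold change of -1.22, Aco1 of -0.71 and Lcn2 of 2.94, each without overlap between the groups, as were 58.1% of all tested genes, where chance gives 10%. Over the 17 tested iron genes, 3 were higher and 4 lower at an adjusted P under 0.05 (edgeR), and not all of these are named here. Slc39a8 did not pass (0.21, adjusted P = 0.084, edgeR), except without FeD replicate 1; its adjusted P ranged from 0.011 to 0.28 over 16 alternatives (edgeR or DESeq2). Slc39a14 was lower (-0.29, adjusted P = 0.034, edgeR), a call lost under 8 of 16 alternatives, with adjusted P values from 0.018 to 0.10 over them (edgeR or DESeq2).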
